# Exosomes induce neurogenesis of pluripotent P19 cells

**DOI:** 10.1007/s12015-023-10512-6

**Published:** 2023-02-22

**Authors:** Antje Anji, Briana Anderson, Feroz Akhtar, David A. Meekins, Takashi Ito, Srinivas Mummidi, Meena Kumari

**Keywords:** Pluripotent P19 cells, Exosomes, Neurogenesis, Small RNA-Seq, Non-coding RNAs

## Abstract

Exosomes play a role in tissue/organ development and differentiation. Retinoic acid induces differentiation of P19 cells (UD-P19) to P19 neurons (P19N) that behave like cortical neurons and express characteristic neuronal genes such as NMDA receptor subunits. Here we report P19N exosome-mediated differentiation of UD-P19 to P19N. Both UD-P19 and P19N released exosomes with characteristic exosome morphology, size, and common protein markers. P19N internalized significantly higher number of Dil-P19N exosomes as compared to UD-P19 with accumulation in the perinuclear region. Continuous exposure of UD-P19 to P19N exosomes for six days induced formation of small-sized embryoid bodies that differentiated into MAP2-/GluN2B-positive neurons recapitulating RA-induction of neurogenesis. Incubation with UD-P19 exosomes for six days did not affect UD-P19. Small RNA-seq identified enrichment of P19N exosomes with pro-neurogenic non-coding RNAs (ncRNAs) such as miR-9, let-7, MALAT1 and depleted with ncRNAs involved in maintenance of stem cell characteristics. UD-P19 exosomes were rich with ncRNAs required for maintenance of stemness. P19N exosomes provide an alternative method to genetic modifications for cellular differentiation of neurons. Our novel findings on exosomes-mediated differentiation of UD-P19 to P19 neurons provide tools to study pathways directing neuron development/differentiation and develop novel therapeutic strategies in neuroscience.

**Graphical Abstract:**

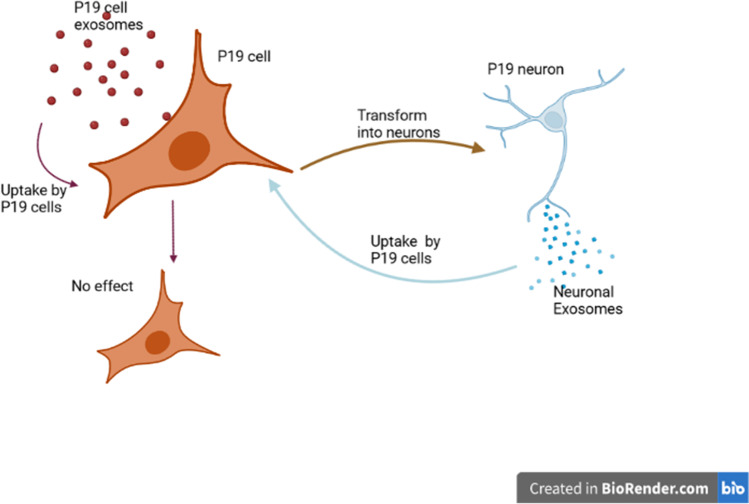

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12015-023-10512-6.

## Introduction

Intercellular communication through exosomes facilitates cell differentiation from progenitor/stem cells [1–3]. Exosomes are small microvesicles with a diameter ranging from ~ 30 to 150 nm originating in endosomes of cells and are released by all cells in vivo and in vitro [4, 5]. Exosomes exert their effects on recipient cells through their unique bioactive cargo of proteins, lipids, small RNAs, and/or metabolites that often reveal their cell origin (donor/parent cell) [6–8]. The composition of exosomal cargo changes with physiology and pathology of the parent cells [9–11]. In addition, exosomes contain certain proteins and lipids that reflect their endosomal origin and are hence used as markers for their characterization. Neurons are terminally differentiated and are highly specialized cells. Two studies demonstrated neurogenic effects of neuronal exosomes. The hiPSC-derived neuronal exosomes induce cell proliferation and neurogenesis through activation of signaling cascades [12]. In a 2^nd^ study, cyclin D1 enriched N2A neuronal exosomes induced neuron differentiation of mouse embryonic stem cells [13]. Both studies utilized medium containing B27 that contains retinol, a precursor of retinoic acid (RA). RA is an inducer of neurogenesis [14] and thus may have primed the cells for neuronal differentiation. In the present study, we used P19 cells to investigate the role of neuronal exosomes in differentiation of pluripotent P19 cells into neurons in the absence of B27 media supplement.

P19 cells, a pluripotent embryonal cell line derived from mouse teratocarcinoma, can differentiate into cells of all three germ layers upon stimulation with various agents [15]. For instance, exposure to retinoic acid for four days induces differentiation of P19 cells to P19 neurons, a process reflective of embryonic neurogenesis in vitro [16]. P19 cells thus offer an ideal model system to examine role of intercellular communication through exosomes in neuronal differentiation. In this manuscript, we characterized exosomes purified from the conditioned medium of undifferentiated P19 cells (UD-P19) and P19 neurons (P19N) by differential ultracentrifugation. Purified P19N exosomes were internalized by UD-P19 and P19N. Continuous exposure to P19N exosomes induced differentiation of UD-P19 to MAP2- and GluN2B-positive neurons with long neurites. The number of neurons increased with increase in exosome exposure time. Under similar culture conditions, exposure to UD-P19 exosomes did not induce UD-P19 differentiation into neurons. Since exosomal RNAs modulate gene expression during differentiation [17], we analyzed UD-P19 and P19N exosome RNAs by small RNA-Seq. P19N exosomes were enriched with pro-neurogenic ncRNAs and depleted with pro-stemness/cell proliferation ncRNAs. In contrast, UD-P19 exosomes were particularly rich in pro-stemness and stem cell proliferation ncRNAs. These data demonstrate the importance of intercellular communication via exosomes and their rich cargo of pro-neurogenic ncRNAs in differentiation of neurons. Neuronal differentiation mediated by exosomes in a culture dish ‘on demand’ provides a tool to study embryonic neurogenesis pathways, identify key molecules, and provides new opportunities for therapeutic interventions.

## Materials and Methods

### Materials

Alpha-MEM (catalog # M4526), 100 × antibiotic–antimycotic solution, retinoic acid, 5‐fluorouridine, uridine, and all general chemicals were purchased from MilliporeSigma, MO; neurobasal medium, N2 and B27 supplements, Dulbecco’s phosphate buffered saline (DPBS) (catalog #14,190–144) from Invitrogen; copper grids, nickel grids, mica wafers, metal specimen discs, formaldehyde, glutaraldehyde, and uranyl acetate from Electron Microscopy Sciences, PA; gold conjugated secondary antibody from Jackson ImmunoResearch Inc., PA; 40% acrylamide/Bis solution (29:1), bovine serum standard, Bradford protein assay dye reagent concentrate, nitrocellulose membrane from BioRad, CA; Dil (1,1'-Dioctadecyl-3,3,3',3'-Tetramethylindocarbocyanine Perchlorate ('DiI'; DiIC18(3)) (#D282), The Pierce 660-nm protein assay kit, Whatman filter paper #1, Pierce™ ECL Plus substrate from ThermoFisher, MA. The miRCURY™ RNA isolation kit was purchased from Exiqon, Inc. (now Qiagen) and fetal bovine serum from Atlanta Biologicals (now part of R&D Systems, Inc., MN; and ECL Plus reagent from Lumigen, MI. Antibodies used in this study are shown in Table 1.

**Table 1:** List of primary antibodies used in the study

Antibody	Immunogen	Manufacturer	Concentration	RRID	Host
CD9	Raised against amino acids 101–210 of CD9 of human origin	Santa Cruz Biotechnology, TX Cat # sc-13118	1:1,000	AB_627213	Mouse monoclonal
CD63	Raised against full length CD63 of human origin	Santa Cruz Biotechnology, TX Cat # sc-5275	1:1,000	AB_627877	Mouse monoclonal
CD81	Raised against raised against OCI-LY8 cells	Santa Cruz Biotechnology, TX Cat # sc-23962	1:1,000	AB_627192	Mouse monoclonal
tumor susceptibility gene 101 (tsg101)	Raised against amino acids 1–138 representing full length tsg 101 of mouse origin	Santa Cruz Biotechnology, TX Cat # sc-7964	1:1,000	AB_671392	Mouse monoclonal
Flotillin-1	Clone 18 Raised against amino acids 312–428 Flotillin-1 of mouse origin	BD Transduction Laboratories™, San Jose, CA Cat # sc-365214	1:500	AB_398139	Mouse monoclonal
Cytochrome C	Raised against amino acids 1–104 of cytochrome c of equine origin	Santa Cruz Biotechnology, TX Cat # sc-13156	1:1,000	AB_627385	Mouse monoclonal
Dicer1	Raised against synthetic peptide surrounding amino acid 1902 of human dicer	BioVision Milpitas, CA Cat # 3697–100	1:500	AB_2093067	Rabbit polyclonal
Argonaute-2 (C34C6)	Raised against a synthetic peptide corresponding to mouse Argonaute 2	Cell Signaling Technology, Danvers, MA Cat # #2897 T	1:1,000	AB_2096291	Rabbit monoclonal
MAP2	Raised against purified microtubule-associated protein from rat brain	Chemicon (now part of Millipore Sigma) Cat # AB-5622	1:500	AB_91939	Rabbit polyclonal
GluN2B (also known as NMDAR2B)	Raised against C-terminal fusion protein of NMDAR2B (30 kDa)	Millipore (now Millipore Sigma) Cat # AB1557P	1:500	AB_90772	Rabbit polyclonal

### P19 Cell Culture

Undifferentiated P19 (UD-P19) cells (RRID: CVCL_2153) were cultured in α-MEM supplemented with 10% fetal bovine serum (FBS) in 75 cm^2^ flasks using our protocol described previously [18]. UD-P19 culture conditions were optimized for exosome isolation in the absence of FBS due to presence of exosomes in the serum. Based upon initial experiments, UD-P19 were passaged at 1:5 ratio (~ 50% confluency) that resulted in ~ 70% confluency 24 h after plating in α-MEM/10% FBS. Next day, cells were washed with pre-warmed 1 × Dulbecco phosphate buffered saline (DPBS) and fed α-MEM containing 1x N2 supplement. After 24 h, conditioned medium (10 mL per flask × 6 = 60 mL) was collected to isolate exosomes (Supplementary Figure S1).

### Differentiation of P19 Neurons and Culture

UD-P19 were induced to differentiate into P19 neurons (P19N) by culturing them in α-MEM/5% FBS/retinoic acid (RA) using our previously described protocol [18]. Briefly, free floating embryoid bodies obtained after 4 days of RA treatment of UD-P19 were plated on poly-L-lysine coated 75 cm^2^ flasks in neurobasal medium containing 0.5 mM glutamine, B27 and N2 supplements for 8 to 16 days in vitro (Supplementary Figure S1). Embryoid bodies formed were of varied sizes and hence it was difficult to predict the number of cells in embryoid bodies plated in each flask. However, based upon the surface area of a 75 cm^2^ flask covered by neurons and their neurites, we referred to P19 neuronal cultures as ~ 70% confluent. After plating, P19N continue to proliferate. Cell proliferation was inhibited by exposure to 5‐fluorouridine and uridine for 24 h on days 3 and 8 (after collecting conditioned medium on day 8) of culture and cells were fed fresh medium 24 h later. Conditioned medium (10 mL per flask × 3 = 30 mL) was collected on day 8, and on every alternative day thereafter to isolate exosomes (Supplementary Figure S1).

### Isolation of Exosomes

Conditioned medium (CM) collected from cultured cells was processed immediately for exosome isolation using differential centrifugation method described by Street and colleagues with one exception [19] and personal communication with authors. Beckman SW 55Ti rotor [r_min_ = 60.8; r_max_ = 108.5; r_av_ = 84.6 mm; rotor capacity = 5 × 6 mL] was used in lieu of 45Ti rotor for all high-speed centrifugation steps in XL-80 K Beckman ultracentrifuge. The speed and time of run was therefore configured accordingly for SW 55Ti rotor (Supplementary Figure S2). CM was initially centrifuged at 2,500 g, 10 min at 4ºC in a tabletop low speed centrifuge (Allegra, Beckman Coulter, Inc.). Pellet containing cells was discarded. Supernatants were recovered and centrifuged in SW 55Ti at 20,000 g, 10 min at 4ºC [14,500 rpm; k-factor = 697.8; RCF_avg_ = 19,933; RCF_max_ = 25,550]. Pellets were discarded and supernatants were centrifuged at 200,000 g, 33 min at 4ºC [45,900 rpm; k-factor = 69.6; RCF_avg_ = 199,742; RCF_max_ = 256,020]. Supernatants were discarded and pellets containing exosomes were recovered from all six tubes using ice-cold DPBS by gentle pipetting. Exosomes from all six tubes were pooled and centrifuged again at 200,000 g, 33 min at 4ºC (wash step). Supernatant was discarded and pellet containing washed exosomes was suspended in 100-150µL DPBS by gentle pipetting. Protein concentration of exosomes was determined using the Pierce 660-nm protein assay according to instructions of the supplier. Samples were either processed immediately for an experiment or stored at -80 ºC until further use.

### Characterization of Exosomes

The desiccated exosomes were characterized by transmission electron microscopy and atomic force microscopy; and the hydrated exosomes by nanoparticle tracking analysis (NTA).

#### Transmission Electron Microscopy (TEM)

Freshly purified exosomes were diluted with DPBS and 4 µL volume was deposited on formvar coated 200 mesh copper grids. After 2 min, grids were blotted dry on Whatman filter paper #1. The grids were inverted over a drop of 2% aqueous uranyl acetate. After 2 min, grids were blotted dry on Whatman filter paper #1, and air dried. All grids were examined under transmission electron microscope, FEI Tecnai G2 Spirit BioTWIN (FEI Company, Hillsboro, Oregon, USA) at an acceleration voltage of 80 kV and digital images were captured with scale bar using a GATAN digital imaging system (Gatan, Inc., CA). Exosome size was measured using GATAN microscopy suite (Gatan, Inc., CA). The diameter of 120 exosomes per sample was manually marked and calculated using “line annotation with length” standard tool of GATAN software. The diameter of UD-P19 and P19N exosomes was analyzed using unpaired two-tailed t-test (GraphPad Prism, version 9.2.0).

#### Atomic Force Microscopy (AFM)

A sheet of muscovite mica (V1, 9.5 mm in diameter) mounted on a metal specimen disc was used as a substrate. Freshly purified exosomes were diluted in DPBS (5 ng/10 µL), and 10 µL of the diluted solution was deposited onto a freshly-cleaved mica sheet. The resulting samples were air-dried. Salt (in DPBS) crystallized on mica was removed by careful washing the dried exosomes once with milliQ water. Exosomes were air-dried and examined using a Digital Instruments Multimode Atomic Force Microscope with Nanoscope IIIa electronics (Digital Instruments, Santa Barbara, CA). Tapping-mode AFM images (512 pixel × 512 pixel) were obtained in air using AFM probes purchased from Asylum (Model HQ-150-Au). These images (1 × 1 µm^2^) were analyzed using the particle analyzer of the ImageJ software [20] to assess particles larger than 78 pixel^2^, which corresponds to 19.5 nm in diameter for circular particles. Similar AFM images were obtained for four different biological preparations of exosomes purified on different days. The total number of particles analyzed for UD-P19 and P19N exosome preparations were 890 and 1,330 respectively.

#### Nanoparticle Tracking Analysis (NTA)

NTA was performed using NanoSight LM10 equipped with a 405-nm laser, a Hamamatsu digital camera, and a sample chamber lined with a Viton fluoroelastomer O-ring (NanoSight, Amesbury, United Kingdom). The camera level and detection threshold were set at values of 13 and 5 respectively. All measurements were performed at 37 °C. Monodisperse polystyrene beads (size 200 nm) suspended in DPBS were used to calibrate the instrument. Exosomes suspended in DPBS (1 µg/mL) were injected into the sample chamber with sterile 1 mL syringe (BD Bioscience, New Jersey, USA) until the liquid reached the tip of the nozzle. Once temperature was at 37 °C, Brownian motion of exosomes was captured by five repeated 60 s video recordings with shutter speed of 31.48, frame rate of 30 frames/second, and gain adjustments to 366 using NTA 3.3 Dev Build 3.3.301 software (Malvern Panalytical Ltd., Worcestershire, United Kingdom). The particle size distribution profiles and concentration measurements of the exosomes in solution were calculated automatically by NTA 3.3 software. The average mode size (diameter in nm) was calculated using data from five technical repeats per sample. The average mode size from five different biological preparations of exosomes purified on different days was analyzed using unpaired two-tailed t-test (GraphPad Prism, version 9.2.0). The exosome concentration was calculated using data from 12–14 different biological preparations of exosomes purified on different days and expressed as exosome numbers per volume of conditioned medium (exosome number/mL CM). Statistical analysis was performed by unpaired two-tailed t-test.

### Authentication of Exosomes

#### Immunoelectron Microscopy

Exosomes were deposited on the carbon coated 200 mesh nickel grids (EMS) as above. After 2 min, excess fluid was removed and exosomes were fixed in Trump’s fixative for 10 min [21]. After washing with milliQ water (three times; 3 min each wash), grids were incubated with 50 mM acetate solution for 10 min to neutralize aldehyde groups. After washing with DPBS (three times; 3 min each wash), exosomes on grids were blocked in 5% donkey serum in DPBS for 30 min. Grids were incubated with anti-CD63 (1:250 dilution; 1 h) or DPBS in lieu of primary antibody (negative control) in a humid atmosphere. After washing with DPBS-Tween (DPBS containing 0.05% Tween 20) (six times; 3 min each wash), grids were first incubated for 30 min with AffiniPure Fab fragment and then with 18 nM gold conjugated AffiniPure donkey anti-mouse secondary antibody (1:20 dilution; 30 min). Grids were washed in DPBS-Tween as above (eight times; 3 min each wash) and negatively stained with 2% aqueous uranyl acetate. Grids were air dried and examined under transmission electron microscope (FEI Tecnai G2 Spirit BioTWIN) at an acceleration voltage of 80 kV. Digital images were captured with scale bar using a GATAN digital imaging system. All steps involving washings and incubations were carried out by inverting grids over a drop of water, buffer or diluted antibody solutions and performed at room temperature.

#### Western Blotting

Western blot conditions in terms of lysis buffer for solubilizing exosomes, amount of exosomal proteins required for each antibody, and dilution of antibodies were optimized using fetal cortical neuronal (FCN) lysates and exosomes to detect the respective cognate protein (Table 1, Supplementary Table TS2, Supplementary Figure S3). Optimized Western blot conditions were used to detect specific marker proteins in UD-P19 and P19N exosomes. Cell lysates (nuclei-free) from UD-P19, P19N, and primary mouse cortical neurons were included as controls. Protein concentration in lysates was determined using Bradford method [22].

Exosomes (30 to 100 µg protein) were centrifuged at 200,000 g, 33 min at 4 ºC (as above) in conical Beckman centrifuge tubes. Exosome pellets were solubilized in appropriate lysis buffer, mixed with 5X Laemmli’s gel loading dye, and heat-denatured in boiling water for 3 min prior to storage until electrophoresis (Supplementary Table TS2, Supplementary Figure S3). Proteins were separated on appropriate pore-size SDS-PAGE depending upon the molecular mass of the target protein of interest (Supplementary Table TS2). Separated proteins were blotted onto nitrocellulose membrane that was stained with Ponceau S stain with the exception of CD63 membrane. After capturing images of Ponceau stained membrane with Kodak EDAS imaging system, it was de-stained and blocked for 2 h in TBST (5% milk in 20 mM Tris–HCl buffer pH 7.5 containing 150 mM NaCl, 0.1% Tween 20). Incubation with primary antibody (Table 1) in 5% milk in TBST was overnight at 4 °C prior to incubation with HRP-conjugated Affinipure goat anti-mouse secondary antibody (1:2,500 dilution in 5% milk in TBST; Jackson ImmunoResearch) or HRP-conjugated Affinipure goat anti-rabbit secondary antibody (1:2,500 dilution; Jackson ImmunoResearch) for 2 h at room temperature. Washed membrane was exposed to ECL plus solution for 5 min for detection of immunoreactive bands on PhosphorImager. Data was analyzed using ImageQuant software. Two exceptions made to detect CD63 in UD-P19 and P19N lysates by Western blotting were: 1) nitrocellulose membranes were incubated with Pierce™ ECL Plus Western blotting substrate (ThermoScientific) for 5 min; and 2) membranes were scanned using Azure 300 gel imaging scanner for detection of immunoreactive bands.

### Fluorescence Labeling and Cellular Uptake of P19N Exosomes

Exosomes were labeled with a lipophilic photostable red fluorescent membrane dye, Dil. Briefly, a 1 mM solution of Dil was prepared in absolute ethanol and stored at room temperature in dark. Exosomes suspended in 1 mL DPBS were incubated with 1 µL of 1 mM Dil solution for 18 min at room temperature in dark. At the end of the incubation, Dil incubated exosomes were mixed with 4 mL of DPBS and centrifuged at 200,000 g, 33 min at 4 ºC in SW 55Ti rotor in Beckman ultracentrifuge. Exosome pellet (dark pink color) was suspended in DPBS and ultracentrifuged as in the previous step. Washed exosome pellet was suspended in 100 µL of DPBS and an aliquot was examined by NanoSight. Following estimation of exosome protein concentration, exosomes were mixed with NB/N2 medium to obtain 40 µg/mL concentrations and filtered through 0.2µ syringe filter. As a control, 1 mL DPBS was incubated with 1 µL of 1 mM Dil and processed simultaneously the same way as Dil-labeled exosomes. For simplicity, we express exosomes used for cellular uptake and biological effects in exosome microgram protein. Based upon calculations, 20 µg P19N exosome protein contained ~ 6.82e + 09 exosomes equivalent to ~ 9.44 mL CM volume. Forty micrograms (40 µg) exosome protein contained ~ 13.64e + 09 exosomes equivalent to ~ 18.88 mL CM volume. Following suspension of 20 µg exosome protein per mL culture medium (or 40 µg/mL), 350 µL was fed to cells per well. This volume (350 µL) of exosomes was equal to 7 µg exosome protein = 2.387e + 09 = 3.304 mL CM volume for 20 µg/mL exosome suspension and 14 µg exosome protein = 4.774e + 09 = 6.608 mL CM volume for 40 µg/mL exosome suspension.

Exosome uptake study was performed using P19N and UD-P19. P19N were cultured in four wells in 8-well poly-L-lysine coated plates for 8 days (Supplementary Figure S1). UD-P19 were seeded at a density of 4,000 cells per well in four wells of 8-well plates two days prior to incubation with exosomes. Both P19N and UD-P19 were cultured in such a manner so that they were ready for incubation with exosomes simultaneously. Prior to addition of exosomes to the medium, 8-day old P19N and UD-P19 were washed with culture medium. Treated cells were incubated with 350 µL of Dil-labeled exosomes (20 or 40 µg/mL) for 0 h, 6 h, 12 h, and 24 h. Cells in control wells received 350 µL of Dil/DPBS processed in the same way as exosomes and incubated for 24 h time duration only. Incubation with exosomes was staggered so that cells in all wells could be processed simultaneously. At the end of the incubation with exosomes, cells were washed twice with DPBS and fixed in freshly prepared 4% formaldehyde for 10 min at room temperature. After washing three times with autoclaved milliQ water and once with DPBS containing DAPI (10 min/wash), cells were suspended in DPBS and examined under confocal microscope (Carl Zeiss, LSM-700). Internalization of Dil-labeled exosomes was evaluated by capturing images with 20X (EC Plan-Neofluar 20X/0.5 M27) or 40X oil (EC Plan-Neofluar 40x/1.30 Oil M27) objective. Intracellular localization of Dil-exosomes was determined by z-stacking (optical slicing) of cells and these images (z-stacks) were processed into maximum intensity projections in Zeiss Zen Black. Time-dependent internalization of Dil-labeled exosomes was quantitated by calculating the corrected total cell fluorescence (CTCF) using ImageJ. The following formula was used to calculate the CTCF: CTCF = integrated density – (area of selected cell x mean fluorescence of background readings). Statistical analysis of CTCF among different time points for each cell type was performed by ordinary one-way ANOVA and Tukey’s multiple comparisons test (GraphPad Prism, version 9.2.0).

### Biological Effects of P19N Exosomes Upon Internalization by UD-P19

To examine effects of P19N exosomes internalized by UD-P19, exosomes were purified from CM of 8d old P19N, and washed once with DPBS (see exosome purification method above). Washed exosomes were suspended in α-MEM/N2 medium to obtain 40 µg exosomes per mL medium concentration. Suspended exosomes were filtered through 0.2µ syringe filter and incubated with UD-P19 for up to a period of six days.

On day 1, UD-P19 (4,000 cells in 350 µL α-MEM/10% FBS per well) were seeded in four wells per 8-well plate (six 8-well plates/experiment) and cultured for 2 days. On day 3, FBS containing medium was changed to α-MEM containing 1 × N2 supplement and 1 × antibiotic/anti-mycotic solution. Cells were washed twice with α-MEM/N2 medium and fed medium containing P19N exosomes every 48 h (350 µL of exosomes in α-MEM/N2 medium per well). Control cultures received fresh α-MEM/N2 medium (350 µL/well) every 48 h. Cultures were terminated after 2, 4, and 6 days of exposure to P19N exosomes. Cells were rinsed in DPBS and fixed in freshly prepared 4% formaldehyde/DPBS for 10 min at room temperature. Initially, phase contrast images of cells were captured using LWD 20x/0.4NA Ph1 ADL objective of Nikon Eclipse TS100 microscope equipped with cannon camera. Subsequently cells were stained for neurite marker, MAP2 protein by immunocytochemistry [23]. Please refer to previous method (Fluorescence labeling and cellular uptake of P19N exosomes) for information on number of exosomes in 350 µL volume.

For MAP2 staining, cells fixed in formaldehyde were washed with water (2 × 10 min/wash) and permeabilized with 0.1% Triton X100 in DPBS for 5 min. After three washes with DPBS (10 min/wash), cells were blocked in 0.22 micron filtered 5% donkey serum in DPBS for 2 h at room temperature and then overnight with anti-MAP2 (1:500 dil in 1% donkey serum in DPBS) at 4 °C in a humid atmosphere. Next day, cells were washed three times with DPBS (10 min/wash) and incubated with Alexa 488 conjugated donkey anti-rabbit secondary antibody (1:1,000 dil in 1% donkey serum in DPBS) for 2 h at room temperature. After DPBS wash (3 × 10 min/wash; last wash with DAPI containing DPBS), cells were mounted in FluorSave (MilliporeSigma) and examined under confocal microscope (Carl Zeiss, LSM-700). Images were captured as tiles, tiles with z-stacks, or z-stacks using Zen Black software. All tiled images spanned a region of 2,560 × 2,560 microns. The z-stacks of tiled images of cells were captured using 10X (Plan-Neofluar 10x/0.30) objective and stitched using Stitch feature of Zen software. The z-stacks of cells were captured with 40X oil (EC Plan-Neofluar 40x/1.30 Oil M27) objective. All z-stacks were processed into maximum intensity projections in Zeiss Zen Black.

Method for GluN2B staining was similar to MAP2 staining in terms of antibody dilution and their incubation time with the exception that the secondary antibody was Alexa 594 conjugated donkey anti-rabbit. Images were captured with Zeiss confocal microscope using Zen Black software and processed using Zen blue. A region of interest was cropped using ROI function of Zen blue software.

### Biological Effects of UD-P19 Exosomes upon Internalization by UD-P19

As a control, effect of UD-P19 exosomes internalization by UD-P19 was examined using a similar treatment paradigm as for P19N exosomes. First, maximum uptake of UD-P19 exosome by UD-P19 was determined. UD-P19 exosomes labeled with Dil (as above) were incubated with UD-P19 (4,000 cells/well) at two concentrations (20 µg/mL and 40 µg/mL; 350 µL/well) for 24 h. Cells in control wells received 350 µL of Dil/DPBS processed in the same way as exosomes. At the end of the incubation with exosomes, cells were fixed, counterstained with DAPI and examined under confocal microscope (Carl Zeiss, LSM-700). Images of cells with internalized Dil-exosomes were captured as z-stacks with 40X oil (EC Plan-Neofluar 40x/1.30 Oil M27) objective and z-stacks were processed into maximum intensity projections in Zeiss Zen Black. Concentration-dependent internalization of Dil-labeled exosomes was quantitated by calculating CTCF using ImageJ. Statistical analysis of CTCF between two exosome concentrations was performed by unpaired two-tailed t test (GraphPad Prism, version 9.2.0). For simplicity, we express UD-P19 exosomes used for cellular uptake and biological effects in exosome microgram protein. Based upon calculations, 20 µg UD-P19 exosome protein contained 7.82e + 09 exosomes equivalent to ~ 13 mL CM volume. Forty micrograms (40 µg) exosome protein contained ~ 15.64e + 09 exosomes equivalent to ~ 26 mL CM volume. Following suspension of 20 µg UD-P19 exosome protein per mL culture medium (or 40 µg/mL), 350 µL was fed to cells per well. This volume (350 µL) of exosomes was equal to 7 µg exosome protein = 2.737e + 09 = 4.55 mL CM volume for 20 µg/mL exosome suspension and 14 µg exosome protein = 5.474e + 09 = 9.1 mL CM volume for 40 µg/mL exosome suspension.

To determine biological effects of UD-P19 exosomes, UD-P19 (4,000 cells/well) plated in 8-well plates were cultured for 24 h in α-MEM/10% FBS prior to incubation with freshly isolated UD-P19 exosomes (350 µL/well). Two concentrations (20 µg/mL and 40 µg/mL) of UD-P19 exosomes were used for 6 days with feeding fresh exosomes to cells every 48 h. Control cultures received fresh medium every 48 h. At the end of 6d, cells were fixed in 4% formaldehyde/DPBS for 10 min at room temperature. After washing, cells were suspended in DPBS and differential interference contrast (DIC) images of cells were captured using Leica DMI6000 B inverted microscope (equipped with Hamamatsu 1394 ORCA-ERA camera and IP Lab software version 4.0.4) with 40X  dry (HCX PL FLUOTAR 40x/0.75 PH2) objective.

UD-P19 plated at a lower density (800 cells/well) were incubated with UD-P19 exosomes (350 µL of 40 µg/mL UD-P19 exosomes in α-MEM/N2 medium) for 6d with change of medium containing freshly isolated exosomes every 48 h. Cells in control wells were fed 350 µL fresh α-MEM/N2 medium every 48 h. At the end of 6d, cultures were washed and fixed in formaldehyde as above. After washing, cells were permeabilized in 0.1%Triton X100/DPBS for 25 min, washed twice with DPBS, and stained with Alexa Fluor™ 647 Phalloidin (1:20 dil in DPBS) for 30 min at room temperature. Cells were washed, counterstained with DAPI and examined under confocal microscope (Carl Zeiss, LSM-700). Images of stained cells were captured with 40X oil (EC Plan-Neofluar 40x/1.30 Oil M27) objective and processed using Zeiss Zen Blue.

### Isolation of Exosomal RNAs and Initial RNA Analysis

Exosome pellets from UD-P19 and P19N were suspended in 100 µL of DEPC water and processed immediately for isolation of RNA using miRCURY™ RNA isolation kit (Exiqon, Inc.; now Qiagen) according to the instructions of the Supplier. Purified RNA was eluted using 50 µL of DEPC water. RNA concentration was measured using NanoDrop™ 8000 spectrophotometer (ThermoFisher Scientific). Initially, size of exosomal RNAs was determined by separating RNA samples on microfluidics-based 2100 BioAnalyzer system (Agilent Technologies, Santa Clara, CA) using Agilent Small RNA kit (reorder number 5067–1548) according to the manufacturer’s protocol. Small RNA ladder (20, 40, 60, 80, and 150 nt long) was used as a reference. RNA ladder and RNA (1 µL per sample) were heat denatured (70 °C/2 min), quickly cooled on ice prior to loading on microfluidic chip and electrophoresis on BioAnalyzer. RNA marker (4 nt long) was loaded in all wells to manually align the sample, if necessary, with the RNA internal marker in the electropherogram.

### Radiolabeling Exosomal RNAs and Analysis on Denaturing Polyacrylamide Gel

Exosomal RNAs (100 ng per sample) were dephosphorylated by incubation with shrimp alkaline phosphatase (NEB) at 37 °C/60 min. At the end of the incubation, phosphatase was inactivated by addition of EDTA and heating at 65 °C for 20 min. Without any purification, dephosphorylated RNAs were end-labeled with ^32^P-γ-ATP (20 µCi/sample) (specific activity: 3,000 Ci/mMol; PerkinElmer, USA) using T4 polynucleotide kinase (NEB). The same protocol was used to end-label double-stranded DNA molecular weight markers (10 and 50 bp ladders from Gibco-BRL and Promega Inc., USA respectively). The ΦX174 DNA/HinfI dephosphorylated DNA molecular weight markers (Promega) were end-labeled by incubation with 10 µCi of ^32^P-γ-ATP in the presence T4 polynucleotide kinase for 10 min at 37 °C. A known volume of labeled RNA and DNA molecular weight markers were independently dried under vacuum, mixed with formamide based gel loading dye, heat-denatured (90 °C/10 min) and separated on 10% sequencing gel under denaturing conditions. Gels were dried, exposed to PhosphorImager screen and scanned next day on PhosphorImager (GE, Boston, MA, USA).

### Small RNA-Seq Library Construction

RNAs (200 ng) from exosomes of UD-P19 (three biological replicates) and P19N (8, 10, and 12 days old) were processed to generate double stranded barcoded cDNA libraries using NEBNext® Multiplex Small RNA Library Prep Set for Illumina (NEB) according to instructions of the supplier. These six samples were the same samples analyzed by end-labeling experiment above. Briefly, after ligation of 3’ SR adaptor to exosomal RNAs, reverse transcription primer was hybridized. After ligation of 5’ SR adaptor, modified RNAs were reverse transcribed using ProtoScript II reverse transcriptase by incubation at 50 °C for 1 h. Following addition of LongAmp Taq master mix with SR primer for Illumina and index primer (unique for each RNA sample) to RT reaction mix, cDNAs were amplified by PCR [step 1: 94 °C/30 s × 1; step 2: 94 °C/15 s, 62 °C/30 s, 70 °C/15 s × 12; step 3: 70 °C/5 min × 1, step 4: 4 °C/hold]. The cDNA library from each sample had a unique barcode through the use of index primers during PCR amplification. The barcoded cDNA libraries were purified using Monarch PCR and DNA cleanup kit (NEB) and quality control was measured on BioAnalyzer using Agilent DNA High Sensitivity chip. All libraries were quantified with KAPA Library Quantification kit for Illumina (KAPA Biosystems, #KK4824) using the BioRad CFX96 Real Time PCR system. Subsequently, libraries were pooled in equimolar amounts and sequenced at K-State Integrated Genomics Facility with NextSeq mid output 150 cycles kit, PE 75 bp, (Illumina, #FC-404–2001) on Illumina NextSeq 500 platform according to manufacturer's recommendations to provide full to partial coverage of RNAs in the samples.

### Small RNA-seq Data Analysis

The 3’ adaptor sequences were trimmed, and low-quality reads were removed during the FASTQ file generation. Paired sequences for each sample were generated using the CLC Genomics Workbench (Qiagen®) and then concatenated. The default parameters in the Workbench were used to analyze the samples and derive the counts. The ncRNA database (GRCm38.p6; https://www.gencodegenes.org/) was used to annotate RNAs in all samples. Enrichment of ncRNAs was determined by using the empirical analysis of DGE tool of the Workbench which implements the 'Exact Test' for two-group comparison as incorporated in the edgeR Bioconductor package. The test uses the raw counts, and implicitly carries out normalization and transformation of these counts. It is based on the assumption that the count data follows a Negative Binomial distribution. Annotation of the differentially enriched ncRNAs was performed using the Biomart tool of Ensembl database to identify their gene type, gene description, transcript stable ID, transcript name, RefSeq ID, transcript type, chromosomal location and coordinates, and strand information. Additional annotations were generated from the UCSC genome browser. Annotated ncRNAs were manually segregated into different classes of ncRNAs with emphasis on up- or down- regulation. Publicly available resources such as Mouse Genome Informatics (MGI) and PubMed were used to determine the location and function of the differentially enriched ncRNAs important in neural stem cell characteristics and neurogenesis. MicroRNA targets were predicted and prioritized using the tools available in miRDB (www.mirdb.org). The Morpheus software (https://software.broadinstitute.org/morpheus/) was used to generate a heat map with two-way hierarchical clustering of differentially enriched transcripts. The enrichment analysis was performed using differentially expressed ncRNAs to identify GO:TERMS using MGI (MGI 6.18 version) on March 11, 2022 [24–26].

### Validation of RNA-Seq Data

MicroRNA-9 (miR-9) was detected only in P19N exosomes. This observation was validated by real-time PCR method using TaqMan™ Advanced miRNA cDNA Synthesis kit (Applied Biosystems) according to the instructions of the manufacturer. The housekeeping control, has-miR-361-5p, was amplified simultaneously. The RT-qPCR analysis of miR-9 and hsa-miR-361-5p (housekeeping control) were conducted using TaqMan miRNA assay in triplicate, each 20 µL reaction mixture included 5 µL of 10x-diluted reverse transcriptase product. Reactions were run on QuantStudio 12 K Flex Real Time system [step 1: 95 °C/20 s—1 cycle; step 2: 95 °C/1 s and 60 °C/20 s—40 cycles]. To account for possible difference in the amount of starting RNA and pipetting error, all samples were normalized to has-miR-361-5p. The percent change in expression of miR-9 was calculated using normalized target miRNA expression in samples (2^−∆∆Ct^).

## Results

### UD-P19 and P19N Secrete Exosomes

P19N are normally cultured in a defined medium lacking fetal bovine serum (FBS) but UD-P19 are cultured in medium containing 10% FBS [18]. Since FBS contains exosomes [27], we optimized the UD-P19 culture conditions and found α-MEM with 1 × N2 supplement to be the optimal medium to culture UD-P19 in the absence of FBS. Cells cultured at 60–70% confluency in α-MEM/N2 medium for 24 h were most suitable for exosome isolation from the conditioned medium (CM) (Supplementary Figure S1). Contrary to our expectation, cells plated at a higher confluency (≥ 80%) did not release higher number of exosomes as compared to cells at 60–70% confluency. Cells plated at a low confluency (≤ 30%) released low number of exosomes. For all subsequent experiments, cells were plated at ~ 60–70% confluency to collect CM for exosome isolation.

Freshly collected CM from UD-P19 and P19N was processed immediately for exosome isolation using differential centrifugation (Supplementary Figure S2). Following removal of floating cells and microvesicles by two sequential low speed centrifugation steps, CM was ultracentrifuged to pellet down exosomes. Exosome pellets were suspended in DPBS by gentle pipetting, pooled, and ultracentrifuged to recover washed exosomes that appeared as a translucent pellet at the base of the centrifuge tube (Supplementary Figure S4). UD-P19 exosomes were sticky and difficult to suspend to a homogeneous suspension as compared to P19N exosomes. Gentle pipetting for 15–20 min was essential to obtain uniformly suspended UD-P19 exosomes. Harsh treatment such as vortexing or pipetting with force resulted in loss of exosome integrity.

UD-P19 and P19N exosome size was within the expected range (Fig. 1; Supplementary Table TS1). The hydrodynamic mode diameter determined by nanoparticle tracking analysis (NTA) was 143 nm and 135 nm for UD-P19 and P19N exosomes, respectively. Statistical analysis of data using GraphPad showed that the hydrated size of two exosomes was comparable (Fig. 1a). After depositing hydrated exosomes on transmission electron microscopy (TEM) grids and freshly-cleaved mica sheets, exosomes were dried slowly prior to their analysis on TEM and atomic force microscope (AFM), respectively. Slow drying prevented the collapse of unfixed exosomes giving them the appearance of spheres (Figs. 1b and d) and not the cup shape morphology reported in literature. Evenly distributed exosomes on TEM grid (Fig. 1b) had an average diameter of 59 nm and 42 nm for UD-P19 and P19N exosomes, respectively. Data analysis using GraphPad showed that under dry conditions, the diameter of UD-P19 exosome was significantly larger than the diameter of P19N exosomes (Fig. 1c). Based on AFM analysis, the average diameter of desiccated UD-P19 and P19N exosomes was 30 nm and 32 nm, respectively (Fig. 1d). The number of exosomes released by UD-P19 and P19N calculated using NTA were 1.65 × 10^9^ and 1.67 × 10^9^ per mL volume of conditioned medium (exosome number/one mL CM), respectively. Statistical analysis of data indicated that exosome number released by UD-P19 and P19N were not significantly different from each other (Fig. 1e).

**Fig. 1:**
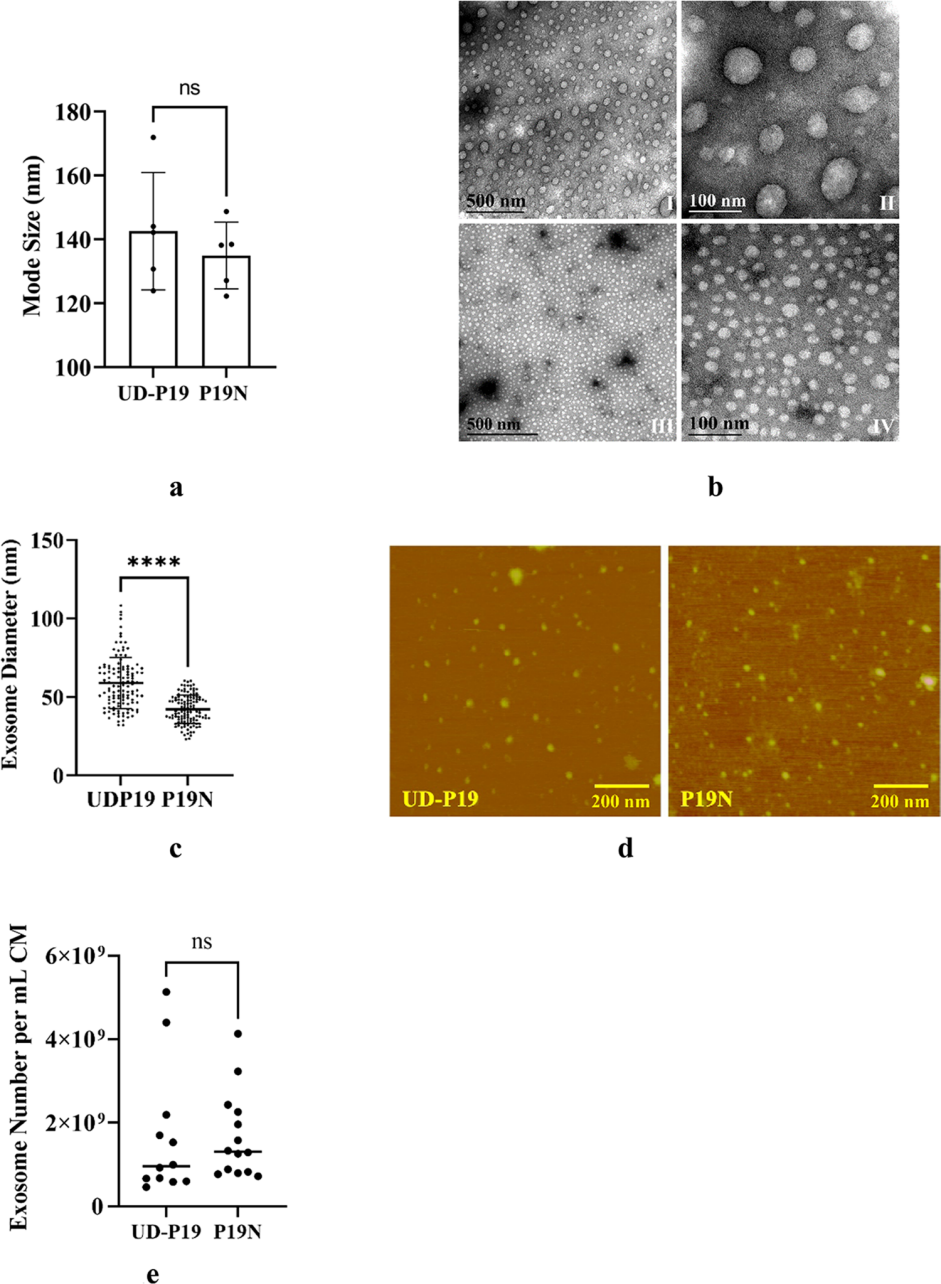
Exosome characterization. Exosomes purified by differential ultracentrifugation were processed to determine their diameter under hydrated and desiccated conditions. **1a**: The hydrodynamic mode size of UD-P19 and P19N exosomes was comparable. Statistical analysis was performed using unpaired two-tailed t-test; ns: not significant; (*n* = 5). **1b**: Representative TEM images of UD-P19 exosomes (top panel) and P19N exosomes (bottom panel) at low (scale bar = 500 nm) and high (scale bar = 100 nm) magnification. **1c**: Scatterplot showing significantly larger size of UD-P19 exosomes as compared to P19N exosomes. Statistical analysis of exosome diameter under TEM was performed using unpaired two-tailed t-test, ****p < 0.0001; (*n* = 120). **1d**: Representative tapping-mode AFM images (1 × 1 µm^2^) of UD-P19 and P19N exosomes. Scale bar = 200 nm. **1e**: UD-P19 and P19N released similar number of exosomes per volume of conditioned medium (CM). Exosome concentration was automatically calculated by NTA software. Data analysis using unpaired two-tailed t-test showed the difference in exosome number released by two cells was nonsignificant (ns; *p* = 0.9674) (*n* = 12 for UD-P19 and 14 for P19N)

Biochemically, exosomes were characterized by examining classical exosomal marker proteins using Western blotting. The presence and expression level of classical marker proteins is not uniform in exosomes purified from different parent cells. Therefore, we first optimized Western blot conditions in terms of exosome protein amount, lysis buffer, storage temperature for solubilized samples, and antibody dilution (Table 1, Supplementary Table TS2, Supplementary Figures S4 and S5). UD-P19 and P19N exosomes and their respective parent cells expressed CD63 although the pattern of non-glycosylated 25 kDa and glycosylated CD63 forms differed among these four samples (Fig. 2a to d). CD63 is a transmembrane protein in exosomes and its presence on the surface of UD-P19 exosomes was confirmed by immuno-electron microscopy (Fig. 2e; Supplementary Figure S6). Exosomes incubated with DPBS in lieu of anti-CD63 displayed no binding of gold conjugated secondary antibody (Supplementary Figure S6). Tetraspanin proteins, CD9 and CD81 were detected in fetal cortical neuronal lysate (positive control) (Supplementary Figure S5) but not in UD-P19 and P19N exosomes. Membrane associated exosome marker protein, flotillin-1, and cytosolic protein associated with multivesicular bodies, tsg101, were present in UD-P19 and P19N exosomes, their respective parent cells, and FCN (Figs. 2f and g). Cytochrome C, an intracellular protein associated with mitochondria, was absent in UD-P19 and P19N exosomes but present in all three cell lysates (Fig. 2h). These data authenticated the purification of UD-P19 and P19N exosomes from their respective CM.

**Fig. 2:**
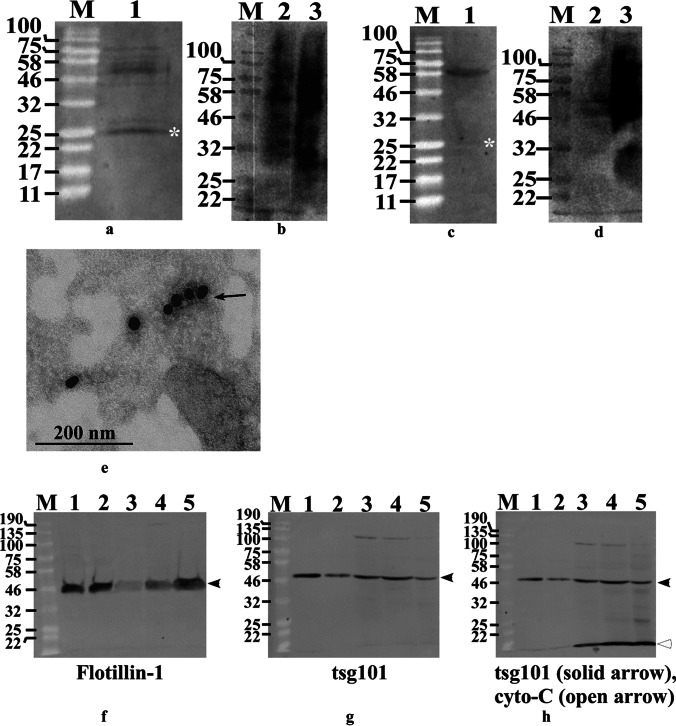
Biochemical characterization of exosomes. Presence of exosomal marker proteins in UD-P19 and P19N exosomes was determined by Western blotting and immuno-electron microscopy. Proteins from parent cell lysates and FCN lysate were used as controls. Pre-stained protein molecular weight markers (NEB) (Lane M) were included in all gels and their size is indicated in kDa on the left. **2a**: The 25 kDa non-glycosylated CD63 (white asterisk) and multiple glycosylated CD63 protein bands were detected in UD-P19 exosomes (Lane 1); **2b**: Multiple glycosylated forms of CD63 were detected in UD-P19 lysate (Lane 2: 50 µg lysate; Lane 3: 100 µg lysate). **2c**: A major glycosylated CD63 and a very faint 25 kDa CD63 (white asterisk) protein bands were present in P19N exosomes (Lane 1). **2d**: Multiple CD63 protein bands that merged to appear as a smear instead of distinct bands were seen in P19N lysate (Lane 2: 50 µg lysate; Lane 3: 100 µg lysate). **2e**: Representative electron micrograph showing surface localization of CD63 protein (arrow) on UD-P19 exosomes. Exosomes were processed for immuno-EM by indirect method using anti-CD63 and gold (18 nm) conjugated secondary antibody. Scale bar = 200 nm. **2f–2h**: Flotillin-1 (**2f**) and tsg101 (**2 g**) proteins were present in UD-P19 exosomes (Lane 1), P19N exosomes (Lane 2), and in all cell lysates (Lane 3 = UD-P19; Lane 4 = P19N; Lane 5 = FCN). Immunoreactive proteins are indicated by black arrowheads. **2h**: Membrane probed with anti-tsg101 was washed and re-probed with anti-cytochrome C. Cytochrome C protein (open arrowhead) was absent in UD-P19 exosomes (Lane 1) and P19N exosomes (Lane 2) but present in cell lysates from UD-P19 (Lane 3), P19N (Lane 4), and FCN (Lane 5)

### UD-P19 and P19N Internalized P19N Exosomes

Internalization of exosomes is the key step to elicit responses in recipient cells. Hence, we examined uptake of Dil-labeled P19N exosome by UD-P19 and P19N. Dil is a fluorescent lipophilic membrane dye that did not affect the size of exosomes. The average hydrodynamic mode diameter of Dil-labeled exosomes was ~ 129 nm. Both UD-P19 and P19N internalized P19N exosomes in a concentration-dependent (data not shown) and time-dependent manner (Fig. 3). Presence of internalized exosomes within cells was confirmed by optical slicing (z-stacks) using a Zeiss confocal microscope (Supplementary Figures S7a and b). Control cultures were incubated with Dil/DPBS processed in the same manner as Dil/exosomes. No red fluorescence was observed in control cells, indicating lack of Dil micelle formation during Dil-exosome labeling procedure and their uptake by cells (Supplementary Figures S7c and d).

**Fig. 3:**
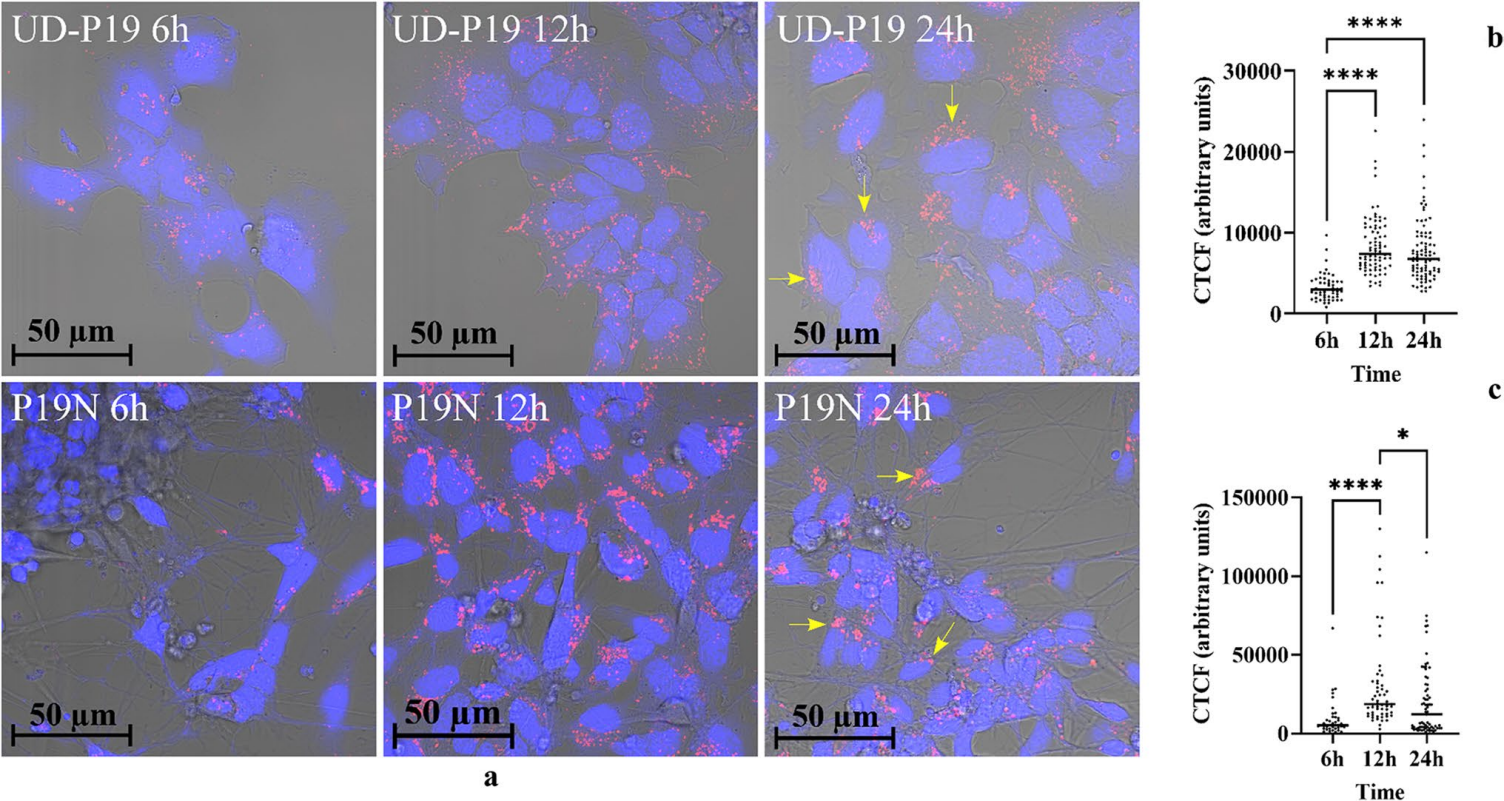
Time-course of P19N exosome internalization. **3a**: Representative images of UD-P19 (upper panel) and P19N (lower panel) showing a time course of internalized Dil-labeled P19N exosomes. Cells were incubated in 350 µL medium with 40 µg/mL Dil-labeled exosome concentration (red fluorescence). Control cells received 350 µL of Dil/DPBS processed in the same way as exosomes and incubated for 24 h time duration only. Cultures terminated at 0, 6, 12, and 24 h were fixed and counterstained with DAPI (blue). Images were captured using an EC Plan-Neofluar 40x/1.30 NA objective on a confocal microscope (Zeiss, LSM-700). Exosome enrichment in the nuclear region of cells is indicated by yellow arrows. Scale bar = 50 µm. **3b**: Scatterplot showing a time course of Dil-fluorescence intensity in UD-P19. Dil-fluorescence intensity was measured in 50–100 UD-P19 at each time point using ImageJ and quantitated by calculating CTCF (see methods for details). Statistical analysis of CTCF was performed using ordinary one-way ANOVA. The pairwise comparison among different time points was performed by Tukey’s multiple comparisons test. 6 h vs 12 h: ****p < 0.0001; 6 h vs 24 h: ****p < 0.0001; 12 h vs 24 h *p* = 0.5249). **3c**: Scatterplot showing a time course of Dil-fluorescence intensity in P19N. Dil-fluorescence intensity was measured in 50–100 individual P19N at each time point using ImageJ and quantitated as in 3b. Statistical analysis of CTCF was performed using ordinary one-way ANOVA and pairwise comparison among different time points was performed by Tukey’s multiple comparisons test. 6 h vs 12 h: ****p < 0.0001; 6 h vs 24 h: *p* = 0.0527; 12 h vs 24 h: *p = 0.0339)

Exosome uptake was higher at a 40 µg/mL than at 20 µg/mL exosome concentration (data not shown). A follow-up study to determine time-dependent exosome internalization was carried out using 40 µg/mL exosome concentration. Cells incubated with Dil-exosomes were terminated at 0 h, 6 h, 12 h, and 24 h and cell images were captured at each time-point using Zeiss confocal microscope (Fig. 3a). Intensity of fluorescence emitted by internalized Dil-exosomes was quantified using ImageJ software and expressed as corrected total cell fluorescence (CTCF). Maximum internalization was observed at 12 h in both cells. At 24 h, the CTCF in UD-P19 decreased as compared to 12 h but remained significantly higher than 6 h time point (Fig. 3b). In contrast, the CTCF was significantly reduced in P19N at 24 h as compared to 12 h time point (Fig. 3c) and this could reflect rapid assimilation of exosomes in P19N. Notably, internalized exosomes were localized around nuclei at 24 h time point in both cells (yellow arrows in Fig. 3a).

### P19N Exosomes Exerted Biological Effects on UD-P19

P19N exosomes uptake by UD-P19 prompted us to examine impact of P19N exosomes on UD-P19. We cultured UD-P19 with P19N exosomes for six days with fresh exosomes containing medium fed every two days. Cultures were terminated after 2, 4, and 6 days of exosome exposure (Fig. 4a). Remarkably, exosome exposure of UD-P19 recapitulated RA mediated differentiation of UD-P19 to P19 neurons. Exosome exposure induced formation of embryoid bodies (EBs) with the exception that exosome-induced EBs were smaller and remained attached to the surface (red arrowheads in Supplementary Figures S8a, b, and c) unlike free-floating RA-induced EBs (data not shown here). Notably, six days exosome exposure induced morphological transformation of UD-P19 to cells with long neurite-like processes (Fig. 4bii). Control UD-P19 cultured simultaneously in the absence of exosomes retained their flat cell appearance (Fig. 4bi).

**Fig. 4:**
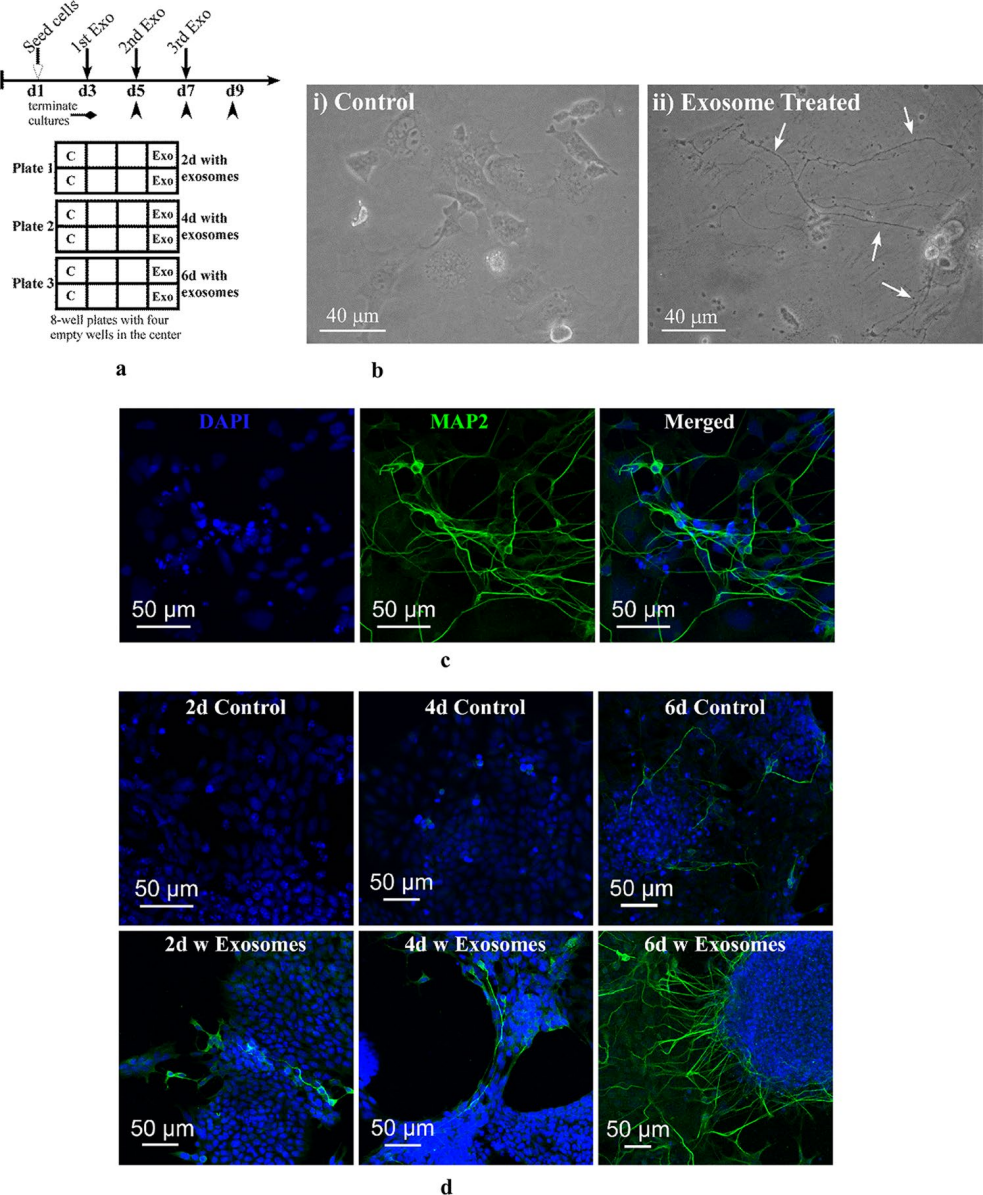

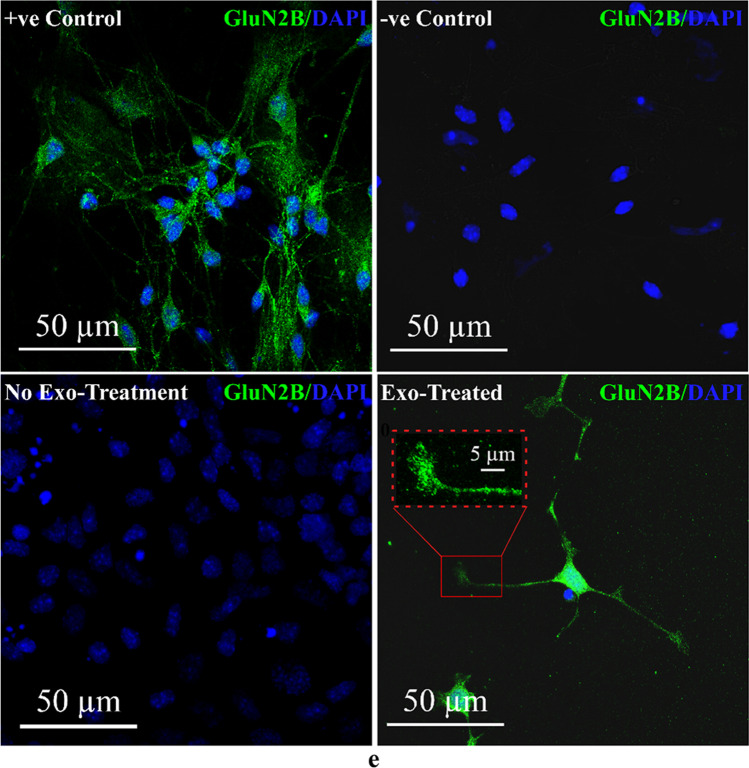
Biological effects of P19N exosomes on UD-P19. **4a**: Schematic paradigm of the exosome treatment of UD-P19. Cells were cultured in the presence of P19N exosomes [350 µL of 40 µg/mL exosome] with change of medium containing freshly isolated exosomes every 2d (downward arrows). Cultures terminated after 2, 4, and 6d of exosome exposure (upward arrowheads) were processed for phase contrast imaging. **4b**: Representative phase contrast images of UD-P19 with and without 6d exposure to P19N exosomes. **4bi**: Untreated cells (controls); **4bii**: Incubation with P19N exosomes for 6d induced differentiation of UD-P19 to neurons with long neurites (white arrows). Images were captured using 20 × phase objective on a Nikon Eclipse TS100 inverted microscope. Scale bar = 40 µm. **4c–4e**: UD-P19 exposed to P19N exosomes for 2, 4, and 6d were processed for MAP2- and 6d exposed for GluN2B- immunostaining by indirect method. Nuclei were counterstained with DAPI (blue). Scale bar = 50 µm. **4c**: Representative confocal image of UD-P19 exposed to exosomes for 6d. UD-P19 differentiated into neurons display MAP2 immunostaining (green fluorescence). **4d**: Representative confocal images showing time-dependent effect of exosomes on UD-P19 differentiation into neurons. Untreated UD-P19 showed some MAP2 positive cells (upper panel). MAP2 positive cells with long neurites increased in number with increase in exosome exposure time from 2 to 6d (lower panel). **4e**: Representative confocal images of GluN2B-positive neurons differentiated following 6d exosome exposure. The 8d old RA-induced P19 neurons served as positive control (+ ve Control) for GluN2B immunostaining (green fluorescence) (Top Panel). The 8d old RA-induced P19 neurons incubated with BSA in lieu of primary antibody served as negative control (-ve Control) and lacked green fluorescence in cells (Top Panel). UD-P19 cultured in the absence of exosomes lacked GluN2B expression as they had no green fluorescence (No Exo-Treatment) (Lower Panel). UD-P19 cultured for six days with P19N exosomes showed punctate GluN2B immunostaining in neurites (Exo Treated) (Lower Panel). A single exosome-induced neuron displaying GluN2B staining in soma and neurites (Exo-treated) is shown here. Inset (red dotted line rectangle) shows punctate GluN2B immunostaining at higher magnification (Scale bar = 5 µm). All cells were counterstained with nuclear stain, DAPI. Scale bar = 50 µm

Development of neurites requires assembly of microtubules, a process dependent upon interaction with MAP2 and other proteins [28]. We reasoned if the observed long neuron like processes were true neurites then they should be positive for MAP2. Therefore, we initially used six days exosome-exposed cells to examine MAP2 expression by immunocytochemistry. A large number of cells showed robust MAP2 expression (Fig. 4c). A follow-up study examining MAP2 positive cells highlighted a time-dependent effect of P19N exosomes in inducing differentiation of UD-P19 to neurons. An increase in MAP2-positive cells was observed with increase in exosome exposure time thus reflecting time-dependent biological effects of P19N exosomes on morphological differentiation of UD-P19 to neurons (Fig. 4d: lower panel; Supplementary Figure S8). Untreated control cultures did not form EBs and displayed few MAP2-positive cells only after six days of culture (Fig. 4d: upper panel; Supplementary Figure S8). Neurite growth during embryonic development and neuronal plasticity are regulated by NMDA receptor subunit, GluN2B [29, 30]. We therefore examined expression of GluN2B subunit in exosomes-induced neurons. Exosome-induced neurons expressed GluN2B subunit. Cells with neuron-like morphology that developed in UD-P19 cultured in the absence of exosomes (control cultures) did not express GluN2B subunit (Fig. 4e). Thus, GluN2B immunostaining allowed us to distinguish exosome-mediated cellular differentiation of UD-P19 to P19 neurons from morphological differentiation of UD-P19 cultured in the absence of exosomes.

To confirm P19N exosome-mediated cellular differentiation of UD-P19 to P19N, we incubated UD-P19 with UD-P19 exosomes using cell culture paradigm in Fig. 4a. Prior to performing exosome exposure study, we determined internalization of UD-P19 exosomes by UD-P19. UD-P19 were incubated with two concentrations of Dil-labeled UD-P19 exosomes for 24 h. Images were captured using Zeiss confocal microscope as in Fig. 3. Analysis of images showed maximum internalization of UD-P19 exosomes by UD-P19 was at 20 µg/mL exosome concentration (Fig. 5a and b). Control cells had no red fluorescence (not shown here). Internalized exosomes were somewhat uniformly distributed in cells unlike P19N exosomes that accumulated in the perinuclear region. Next, we examined effect of UD-P19 exosomes on UD-P19 by culturing UD-P19 for 6 days with 20 µg/mL and 40 µg/mL UD-P19 exosome concentrations. Exosome treated cells received freshly isolated exosomes every 48 h. Control cultures received fresh medium every 48 h at the same time as the exosome treated cells. The 40 µg/mL exosome concentration was used to obtain data comparable to UD-P19 exposed to 40 µg/mL P19N exosomes (Fig. 4c). At the end of the six days, cultures were terminated and differential interference contrast (DIC) images of fixed cells were captured under Leica DMI6000 B inverted microscope. No difference in the morphology of control and exosome-treated UD-P19 was noted (Fig. 5c). To confirm that UD-P19 exosomes did not exert morphological differentiation effects on UD-P19, we plated UD-P19 at a low density and cultured them for six days with UD-P19 exosomes as in Fig. 5c. At the end of six days, cells were stained for cytoskeletal protein, F-actin with phalloidin 647 and counterstained with DAPI. Cell images were captured using Zeiss confocal microscope. No difference in cell morphology between control and exosomes-treated UD-P19 was evident based upon F-acting staining (Fig. 5d). Collectively, these data strongly argue in support of P19N exosomes-mediated cellular differentiation of UD-P19 to neurons.

**Fig. 5:**
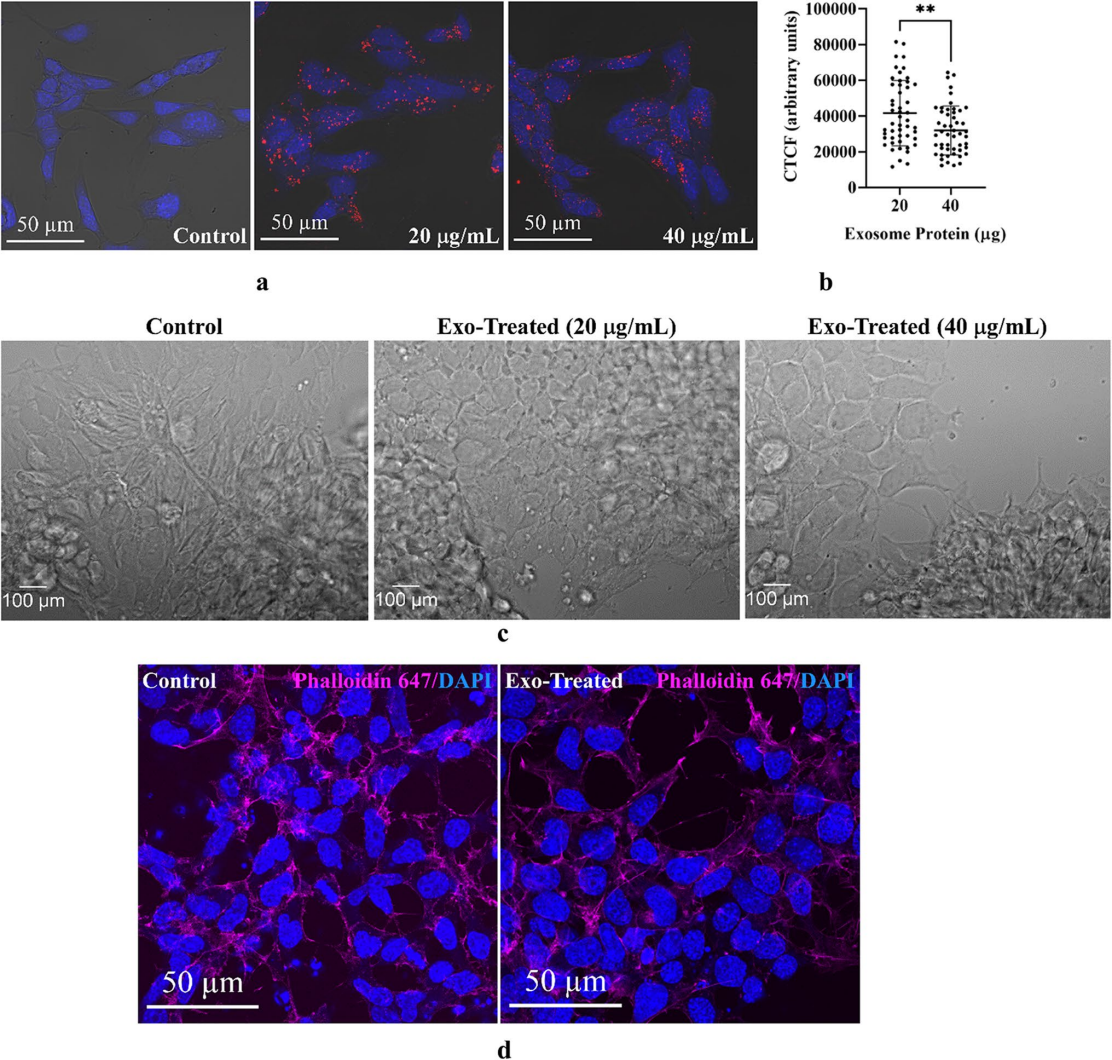
Effect of UD-P19 exosomes on UD-P19. **5a**: Representative images of UD-P19 showing concentration-dependent internalization of UD-P19 exosomes. UD-P19 were incubated independently with 20 µg/mL and 40 µg/mL of Dil-labeled UD-P19 exosomes (red fluorescence) for 24 h. Control cells received 350 µL of Dil/DPBS processed in the same way as exosomes and cultured for 24 h. Cultures terminated at 24 h were fixed and counterstained with DAPI (blue). Images captured using an EC Plan-Neofluar 40x/1.30 NA objective on a confocal microscope (Zeiss, LSM-700) showed uptake of UD-P19 exosomes but no enrichment of internalized exosomes in the nuclear region of cells irrespective of the exosome concentration. Scale bar = 50 µm. **5b**: Scatterplot showing UD-P19 exosome concentration-dependent Dil-fluorescence intensity in UD-P19. Dil-fluorescence intensity was measured in 50 cells per exosome concentration using ImageJ and quantitated by calculating CTCF (see methods for details). Statistical analysis of CTCF between two exosomes concentrations was performed using unpaired two-tailed t test. 20 vs 40 µg: **p < 0.0035. **5c**: Representative DIC images of control and exosome-treated UD-P19. The cell morphology was similar in control UD-P19 and UD-P19 incubated with two different concentrations of UD-P19 exosomes for 6d. Scale bar = 100 µm. **5d**: Representative confocal images of control and exosome-treated UD-P19 (40 µg/mL) stained with Alexa Fluor™ 647 Phalloidin (bright pink) and DAPI (blue). The bright pink fluorescence shows actin cytoskeleton of UD-P19 and blue fluorescence highlights the nuclei. Scale bar = 50 µm

### P19N Exosomes Contain Pro-neurogenic Non-coding RNAs

Non-coding RNAs (ncRNAs) are implicated in stem cell-derived neurogenesis during development [31]. Because exosomes induced differentiation of UD-P19 to neurons, we reasoned that comparing small RNA transcriptomes of UD-P19 and P19N exosomes might allow us to identify candidate ncRNAs potentially involved in neuronal differentiation. Three biological replicates of UD-P19 exosomes and three biological replicates of P19N exosomes (total six independent exosome preparations) were processed to isolate their RNA. All six exosomal RNA samples were analyzed on BioAnalyzer, by ^32^P-end-labeling, and lastly, by small RNA-seq. Initial analysis of exosomal RNAs on a BioAnalyzer using small RNA chips (Supplementary Figure S9) identified some differences in RNAs between UD-P19 and P19N exosomes (Fig. 6a: black dots). A higher resolution of exosomal RNAs by end-labeling RNAs with ^32^P-γ-ATP and separation on a denaturing polyacrylamide gel identified a range of small and high molecular weight RNAs in UD-P19 and P19N exosomes (Fig. 6b). Comparison of ^32^P-RNAs identified several similar sized RNAs common to both exosomes. Differences in RNAs quantity and the presence of novel RNAs specific to UD-P19 or P19N exosomes were noted based on intensity of radiolabeled RNA bands (Fig. 6b: pink asterisks and pink vertical line).

**Fig. 6:**
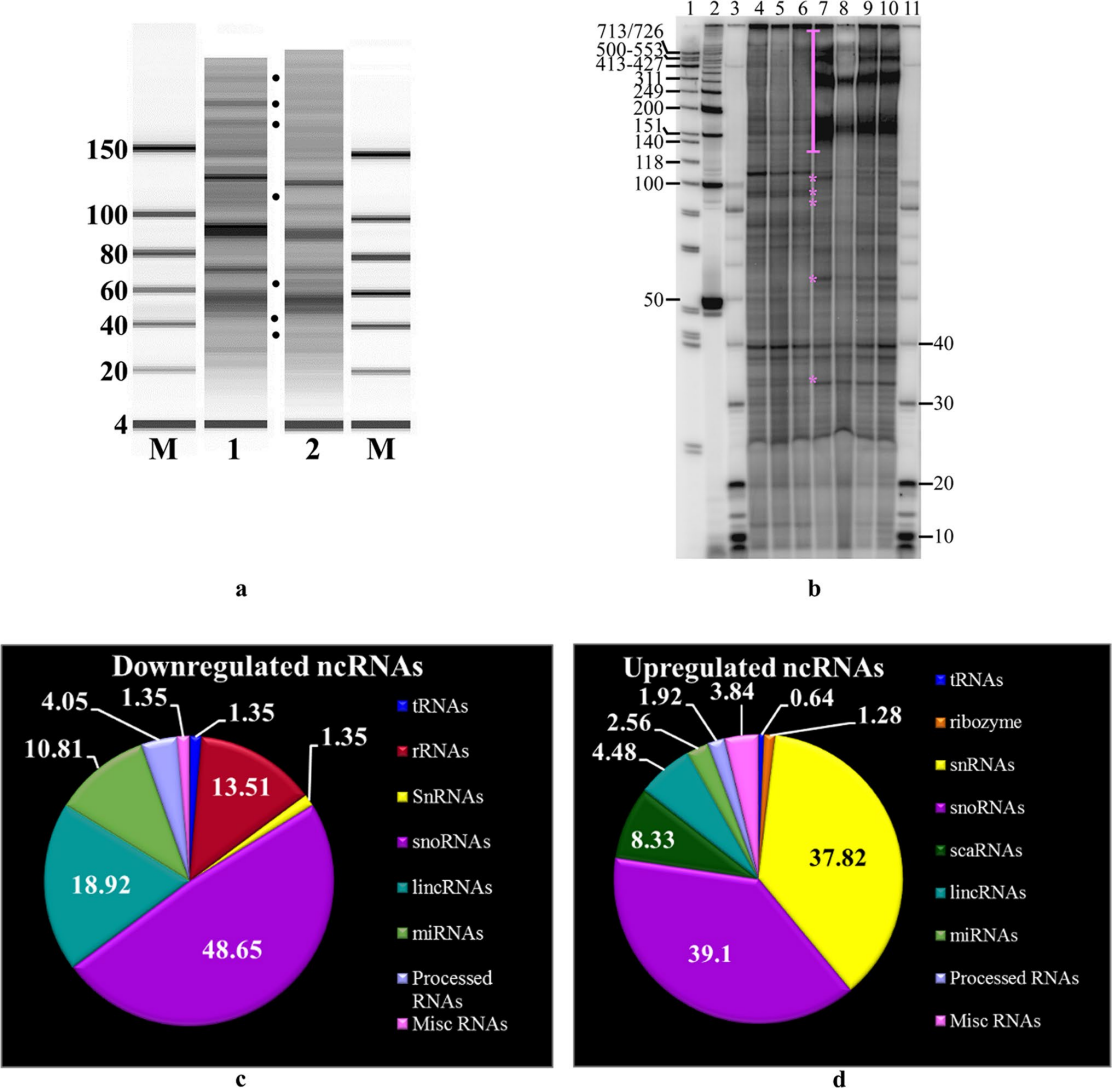

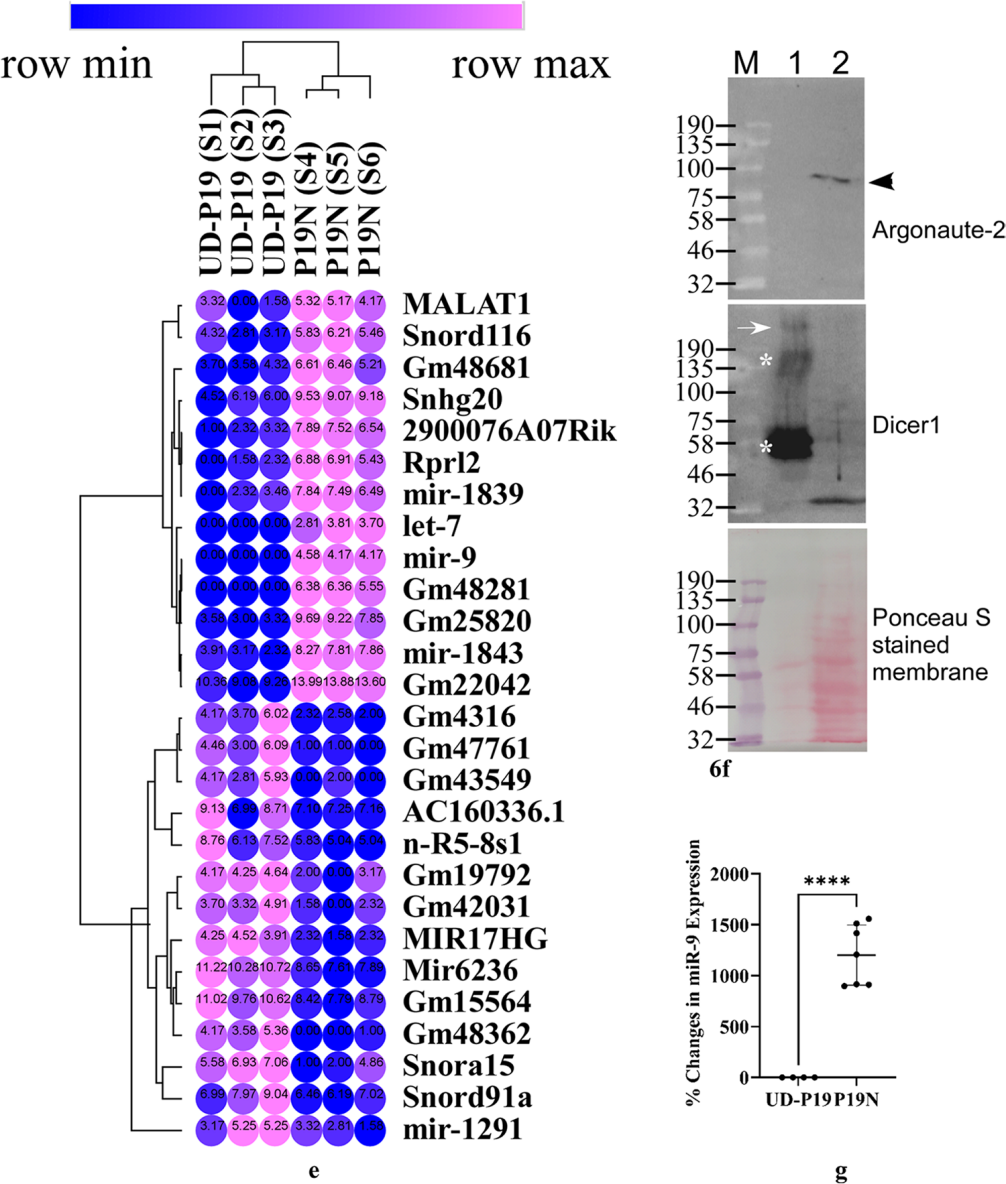
RNA cargo of UD-P19 and P19N exosomes. **6a**: A representative gel image of UD-P19 (Lane 1) and P19N (Lane 2) exosomal RNAs separated on a BioAnalyzer chip. Black dots highlight differentially present exosomal RNAs. Lanes M: Small RNA ladder with molecular size (nucleotides) indicated on the left. **6b**: Autoradiograph showing size of UD-P19 and P19N exosomal RNAs. Radiolabeled exosomal RNAs separated on denaturing sequencing gel with ^32^P-end-labeled DNA molecular weight markers were analyzed on PhosphorImager. Salient differences in the ± of RNAs are indicated by pink asterisks and pink vertical line. Lane 1: ^32^P-labeled ΦX174 DNA/HinfI DNA molecular weight markers with molecular size (nucleotides) indicated on the left; Lane 2: ^32^P-labeled 50 bp DNA molecular weight ladder; Lanes 3 and 11: ^32^P-labeled 10 bp DNA molecular weight ladder with molecular size (nucleotides) indicated on the right; Lanes 4–6: UD-P19 exosomal RNAs from three biological replicates; Lanes 7–10: P19N exosomal RNAs from four biological replicates. **6c** and **6d**: Pie charts showing ncRNAs downregulated (%) and enriched (%) in P19N exosomes as compared to UD-P19 exosomes, respectively. **6e**: Two-way hierarchical clustering of salient transcripts. The heat map was generated using the log_2_ transformed expression values of exosomal ncRNAs from three biological replicates per parent cell (indicated above the columns). Each row of circles represents a single ncRNA. Pink circles denote upregulated ncRNAs while blue denotes downregulated ncRNAs. The values in the heat map are mapped to colors using the minimum and maximum of each row independently. The numbers in the circles represent the log_2_ transformed expression values. **6f**: Western blot analysis to detect argonaute-2 protein (arrowhead on the right) and Dicer1 protein (full length indicated by white arrow and degraded Dicer-1 by white asterisks on the left) in P19 exosomes (Lane 1) and P19N lysate (Lane 2). Lane M: Pre-stained protein molecular weight markers (NEB) with molecular weight (kDa) indicated on the left. **6 g**: Scatter plot showing normalized levels of miR-9 in UD-P19 and P19N exosomes. RNAs extracted from UD-P19 and P19N exosomes were determined by RT-qPCR using hsa-miR-361-5p as housekeeping control. Statistical analysis was performed using unpaired two-tailed t-test, ****p < 0.0001

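Small RNA-seq libraries were made from the exosomes of undifferentiated P19 cells (UD-P19, replicates 1 to 3) and from the exosomes of neurons derived from them (P19N, replicates 4, 5 and 6), with 3 biological replicates per group. The P19N cultures were 8, 10 and 12 days old at replicates 4, 5 and 6, so that culture age and replicate could not be separated. The authors trimmed and merged the read pairs, matched them to the Ensembl ncRNA transcripts of GRCm38 in CLC Genomics Workbench, and deposited the number of reads counted at each transcript, without normalization. How a read that matched several transcripts was counted is not stated. It was not counted in full at each of them, since 7 snRNA transcripts of identical sequence, among them Gm22068, held between 17469 and 17542 counts in P19N replicate 4 rather than equal counts. Further deposited columns are named unique and exact and are not defined there. They were read as counts of reads that matched 1 transcript only and of reads that matched without a mismatch. For unique counts this was borne out by 0 unique counts at these 7 copies, and for exact counts it was assumed. The total of the deposited counts was between 454499 and 762575 per UD-P19 library, with a median of 704725, and between 588646 and 887460 per P19N library, with a median of 760295. Of the 5880 transcripts in the deposited table, 5773 were matched to the GENCODE mouse annotation of the same genome build, release M21, which gave their symbol, class and position, and 107 were left without them. The counts were normalized with edgeR's TMM method and are given as counts per 1000000 scaled counts of the library (CPM), and the 1286 transcripts with a total of at least 15 counts over the 6 libraries were tested with edgeR's quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method, and a transcript was called at an adjusted p of at most 0.05, the FDR cutoff of the study. On simulated counts in which 200 of the 1286 transcripts were changed by a log2 fold change of 2 up or down (drawn from those with a mean of at least 10 counts), this test recovered 77% of the changed transcripts, and 2.53% of its calls were false. Smaller changes, and changes at lower counts, were not simulated. The changes were balanced up and down, and transcripts were drawn independently. Neither a shift in library composition nor reads divided among similar transcripts was simulated, so these rates may not hold here. Transcripts whose sequences had at least 90% identity over at least 80% of the longer sequence were grouped as families of near-identical copies, since their reads could not be told apart. The counts are numbers of reads and not of independent molecules, so that limits drawn from them cover counting error only.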

The identity of unique and common exosomal RNAs was determined by small RNA-Seq of double stranded barcoded cDNA libraries generated using 200 ng exosomal RNA per sample. The quality of cDNA libraries was assessed (Supplementary Figure S10) prior to their quantification and pooling in equimolar amount for sequencing on an Illumina NextSeq 500 platform. FASTQ files generated from the raw data were processed independently using the default parameters of CLC Genomics Workbench to generate paired sequences that were combined by concatenation. 

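The deposited counts covered the reads that were matched to ncRNA transcripts, on average 693033 counts per library. Unique counts made up 71.4% ± 8.30 (SD, n = 3) of the counts of UD-P19 libraries and 34.6% ± 3.40 (SD, n = 3) of those of P19N libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). A single transcript, Gm42418, held 58.4% ± 8.53 (SD, n = 3) of the counts in UD-P19 exosomes and 17.0% ± 1.02 (SD, n = 3) in P19N exosomes, and all of its 1500163 counts were unique. Gm42418 is annotated as a lincRNA on the plus strand of chromosome 17 from 39846958 to 39848788, and it was singled out after its counts were seen. Total counts did not separate the groups (exact two-sided permutation test, p = 0.5).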

The number of reads in exosomes from UD-P19 and P19N ranged between ~ 1.6 to ~ 4 million with an average of ~ 2.6 million reads per sample. 

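In the deposited table, 1679, 2800 and 1907 ncRNA transcripts had at least 1 count in UD-P19 replicates 1, 2 and 3, and 2784, 2643 and 2350 had at least 1 count in P19N replicates 4, 5 and 6. The mean was 2129 ± 593 (SD, n = 3) transcripts in UD-P19 exosomes and 2592 ± 221 (SD, n = 3) in P19N exosomes, a difference within the spread between replicates (exact two-sided permutation test, p = 0.4). After each library was thinned at random to the total count of the smallest one, 1879 ± 428 (SD, n = 3) transcripts were detected in UD-P19 exosomes and 2178 ± 21.2 (SD, n = 3) in P19N exosomes (same exact test, p = 0.4). UD-P19 replicate 2 detected more transcripts than the other UD-P19 libraries, and without it the difference between the means grew from 463.67 to 799.33 transcripts.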

Exosomal transcripts annotated using *Mus musculus* GRCm38.ncRNA identified 69,410 to 100,115 ncRNAs with a mean of 94,320 (data can be accessed at GEO Series accession number GSE152655) (Supplementary Tables TS3 and TS4). Of these, 5,880 ncRNAs were differentially associated with UD-P19 and P19N exosomes. 

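The deposited comparison listed all 5880 transcripts of the count table, including 1257 with a count of 0 in every library. Of the 4623 transcripts with at least 1 count, 2497 were detected in at least 1 library of both groups, 852 in UD-P19 exosomes only and 1274 in P19N exosomes only. A count of 0 in a library allows up to 3 counts, so detection in 1 group alone was not read as absence from the other. The deposited adjusted p-value of the authors' exact test was at most 0.05 for 257 transcripts, and each of these 257 was also called by the quasi-likelihood test.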

Next, we applied three filtering criteria, namely, FDR ≤ 0.05, Ensembl stable genes, and removal of low expressing genes to identify differentially enriched exosomal ncRNAs (Supplementary Figure S11). Out of 5,880 ncRNAs, 233 ncRNAs met these filtering criteria (Supplementary Table TS5). 

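The quasi-likelihood test called 309 of the tested transcripts. In 298 of these, the normalized counts of the groups did not overlap; among all tested transcripts this held for 540, or 42%, where chance gives 10%. With 1 library left out, the number of calls ranged from 173, without P19N replicate 5, to 530, without UD-P19 replicate 2, and was 201 without P19N replicate 4. With near-identical copies summed to 1 value per family, 161 of 823 families were called. Supplementary Table TS5 lists 235 transcripts, all of which were tested. All 235 were called, both adjusted over all tested transcripts and adjusted over the list alone, and all 235 were also called by edgeR's exact test, the test of the study. Because the study chose the list on these libraries, the count adjusted over the list alone is not independent evidence. The direction was the one listed for each of the 228 transcripts with a fold change in the table. Outside the list, 74 further transcripts were called.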

Among the 233 ncRNAs, 74 ncRNAs had lower expression and 159 ncRNAs had higher expression in P19N exosomes relative to the UD-P19 exosomes (Table 2). 

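Of the transcripts called by the quasi-likelihood test, 193 were higher and 116 were lower in P19N exosomes, so that 62.5% of the calls were higher. This balance depended on the scaling of the libraries. With DESeq2's size factors in place of TMM normalization, 178 transcripts were higher and 189 lower, or 48.5% higher. The median log2 fold change of all tested transcripts was 0.21 with TMM normalization and 0.05 with DESeq2's size factors, and log2 fold changes are given here with TMM normalization. The calls fell into 176 families of near-identical copies, of which 78 held a transcript that was higher, 99 held one that was lower, and 1 held both. The largest family was called 57 times and consists of Snord116-like snoRNAs. No unique count was found at 132 of the called transcripts, so that all of their reads also matched another transcript. Among snoRNAs, 77 transcripts were higher and 48 lower, but these made up 19 families that were higher and 43 that were lower. With 1 library left out, the 125 snoRNA calls ranged from 49, without P19N replicate 5, to 211, without UD-P19 replicate 2. On unique counts, an alternative chosen after the data were seen, 21 snoRNAs were higher and 27 lower.

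**Figure D1:**
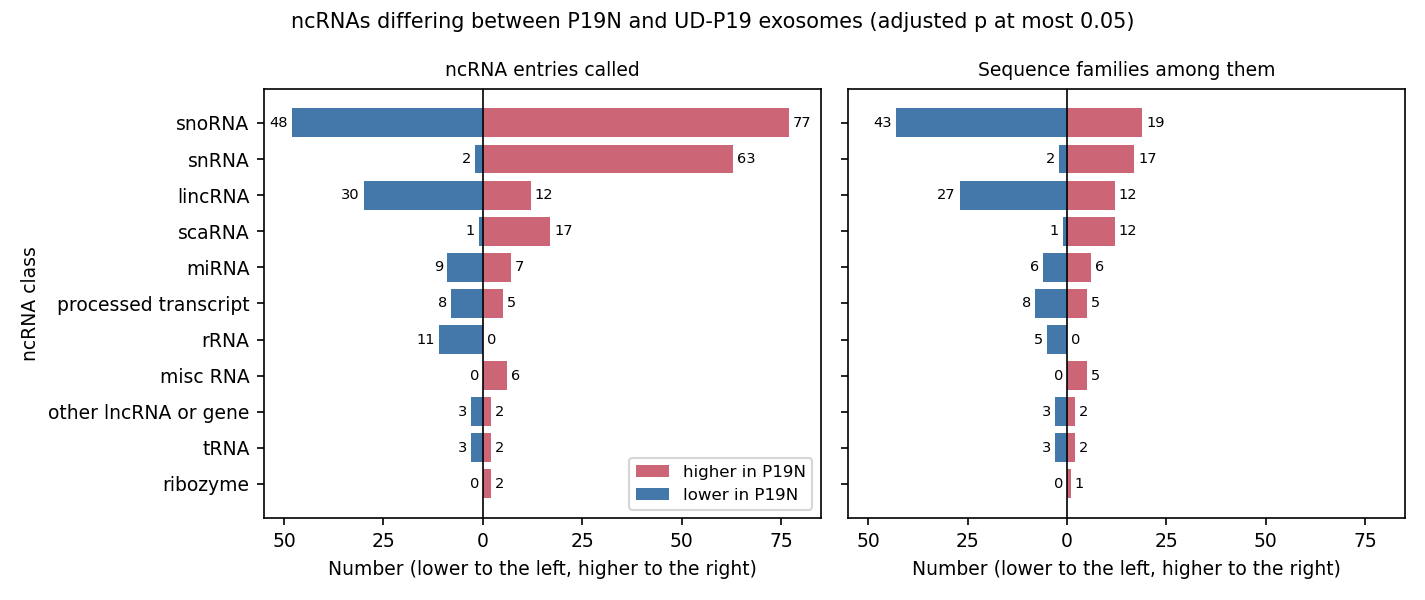
Number of ncRNA transcripts called at an adjusted p of at most 0.05 per class (left) and number of families of near-identical copies among them (right), with transcripts higher in P19N exosomes to the right of 0 and lower ones to the left (1 transcript without an assigned class is left out). The 63 snRNA transcripts that were higher fall into 17 families.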

A GO:TERM analysis of the differentially expressed exosomal transcripts highlighted differential enrichment of several functional classes of transcripts related to neuron differentiation, regulation of synapse organization and long-term synaptic potentiation, regulation of gene expression, negative regulation of apoptotic process, and miRNA-mediated gene silencing among others (Table 3; the complete list in Supplementary Table TS6). Most importantly, Gene Ontology (GO) term analyses using Mouse Genome Informatics identified some crucial molecular function terms in neurogenesis such as BMP and Wnt signaling pathways, tyrosine phosphorylation of STAT protein, and cellular response to leukemia inhibitory factor that were associated with P19N exosomes’ transcripts (Table 3, Supplementary Table TS6).

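Supplementary Table TS6 gives a GO term 217 times over 44 listed names, and 69 of these entries, or 31.8%, belong to MIR17HG. Of 13 terms looked up in it, the Wnt signaling pathway, the cellular response to leukemia inhibitory factor, spinal cord motor neuron differentiation, long-term synaptic potentiation, axon and the negative regulation of apoptotic process were carried by MIR17HG alone. The Mir17hg transcript was lower in P19N exosomes, with a log2 fold change of -2.56 (standard error 0.631). MiRNA binding was carried by 2810429I04Rik, which was lower as well (-2.61, standard error 0.629). Tyrosine phosphorylation of STAT protein was carried by Snhg20 alone, with a log2 fold change of 2.96 (standard error 0.554). Regulation of synapse organization, basal dendrite and the regulation of alternative mRNA splicing were carried by MALAT1, whose transcript was higher in P19N exosomes. In all, 4 of the 13 terms were carried by transcripts that were higher and 7 by transcripts that were lower. The other 2, the BMP signaling pathway and miRNA-mediated gene silencing, were carried by MIRLET7A1 and Mirlet7b. The hairpins Mirlet7a-1 and Mirlet7b had 0 and 1 counts over the 6 libraries and were not tested. The transcript named let-7 in Supplementary Table TS5, Gm24111, was higher in P19N exosomes, but it lies opposite to the hairpin Mirlet7f-1, so that no direction was assigned to these 2 terms. The table gives terms for 44 names and not for all tested transcripts, so that an enrichment against the other tested transcripts was not computed.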

**Table 2:**
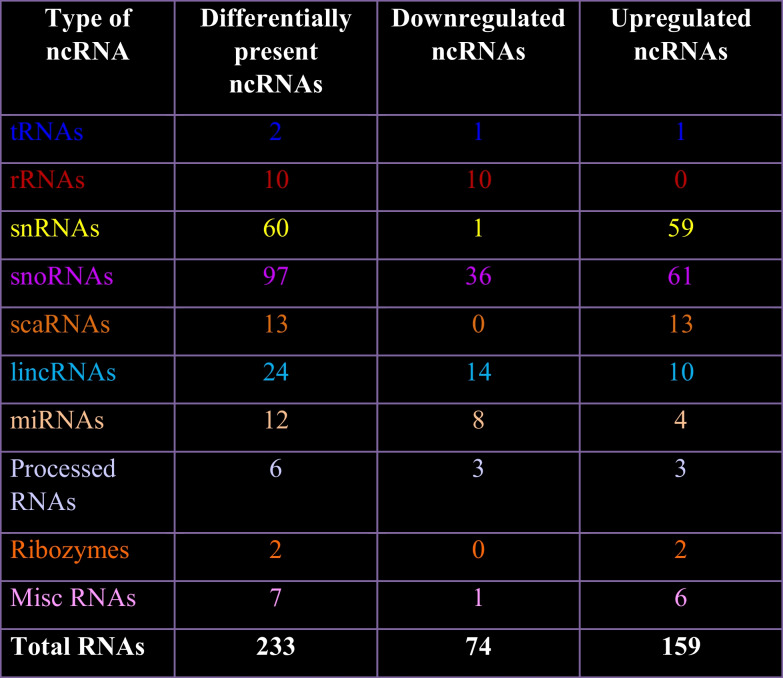
Differentially enriched ncRNA types in P19N exosomes relative to the UD-P19 exosomes

**Table 3:** A partial list of MGI GO TERMs identified that were associated with P19N exosome transcripts

Biological domain	GO ID	GO Term
Development and differentiation	GO:0,021,522 GO:0,030,424 GO:0,050,807 GO:0,060,291	spinal cord motor neuron differentiation, axon, basal dendrite, regulation of synapse organization, long-term synaptic potentiation
Gene expression	GO:0,035,195 GO:0,035,195 GO:0,010,629 GO:0,010,628 GO:0,016,442 GO:0,000,381 GO:0,035,278 GO:0,016,442 GO:0,006,402 GO:0,010,468 GO:0,005,732	regulation of gene expression,, regulation of alternative mRNA splicing, via spliceosome, negative regulation of gene expression, miRNA binding, miRNA-mediated gene silencing, miRNA-mediated gene silencing by inhibition of translation, mRNA catabolic process, rRNA 2'-O-ribose methylation guide activity, negative regulation of gene expression, positive regulation of gene expression, sno(s)RNA-containing ribonucleoprotein complex, RISC complex,
Cellular response	GO:0,071,241 GO:0,071,230 GO:0,070,482 GO:1,990,830	glucose metabolic process, cellular response to inorganic substance, cellular response to amino acid stimulus, cellular response to leukemia inhibitory factor, response to oxygen levels, reactive oxygen species metabolic process
Signaling pathways	GO:0,030,509 GO:0,016,055	BMP signaling pathway, Wnt signaling pathway, tyrosine phosphorylation of STAT protein

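As a share of all counts, snRNAs took 6.23% ± 1.36 (SD, n = 3) in UD-P19 exosomes and 51.2% ± 2.38 (SD, n = 3) in P19N exosomes. LincRNAs took 59.8% ± 8.29 (SD, n = 3) and 20.0% ± 1.39 (SD, n = 3), most of it Gm42418, and rRNAs took 21.4% ± 8.72 (SD, n = 3) and 12.8% ± 1.92 (SD, n = 3). Classes are those of the annotation, and whether the reads at Gm42418 come from a lincRNA was not tested. The lincRNA and rRNA shares depend on that assignment. UD-P19 replicate 2 decided much of the difference in rRNAs, which went from -8.56 to -3.55 percentage points (P19N minus UD-P19) without it. On all counts, the shares of snoRNAs, 6.44% ± 1.36 (SD, n = 3) and 6.71% ± 1.01 (SD, n = 3), differed by less than the spread between replicates. The libraries of the groups did not overlap in 7 of 11 classes, each with p = 0.1 in the exact two-sided permutation test, the smallest p the design allows, and an adjusted p of 0.157 over the 11 classes. Counted on unique reads, an alternative chosen after the data were seen, snRNAs took 3.59% ± 0.929 (SD, n = 3) and 10.8% ± 2.21 (SD, n = 3), snoRNAs took 6.58% ± 1.14 (SD, n = 3) and 13.0% ± 0.706 (SD, n = 3), and the share of rRNAs was 1.84% ± 1.84 (SD, n = 3) and 2.29% ± 1.81 (SD, n = 3). The groups did not overlap in the unique shares of snRNAs and of snoRNAs (p = 0.1 for each in the same exact permutation test, adjusted p = 0.138 over the 11 classes). The unique share of lincRNAs fell from 82.8% ± 2.48 (SD, n = 3) to 56.3% ± 1.64 (SD, n = 3). Such a fall by itself raises the shares of the other classes, so that these shares do not show which class changed. On unique counts 21 snoRNA transcripts were called higher and 27 lower. A set test of whole classes with limma's camera at a preset correlation of 0.01 gave adjusted p-values of 2.54e-18 for snRNAs, 3.51e-07 for scaRNAs and 0.0224 for misc RNAs, all higher in P19N exosomes, and 6.19e-19 for rRNAs and 0.0259 for lincRNAs, both lower. Under fry the calls of snRNAs, scaRNAs, misc RNAs and rRNAs held, each with an adjusted p of 0.0295, and that of lincRNAs did not. With camera's estimated correlation none of them held, with an adjusted p of 0.416 for each. At the preset correlation, 6 of the 10 divisions of the libraries into 3 and 3, the real one included, gave at least 5 called classes. The camera calls therefore do not set the real groups apart from mixed ones.

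**Figure D2:**
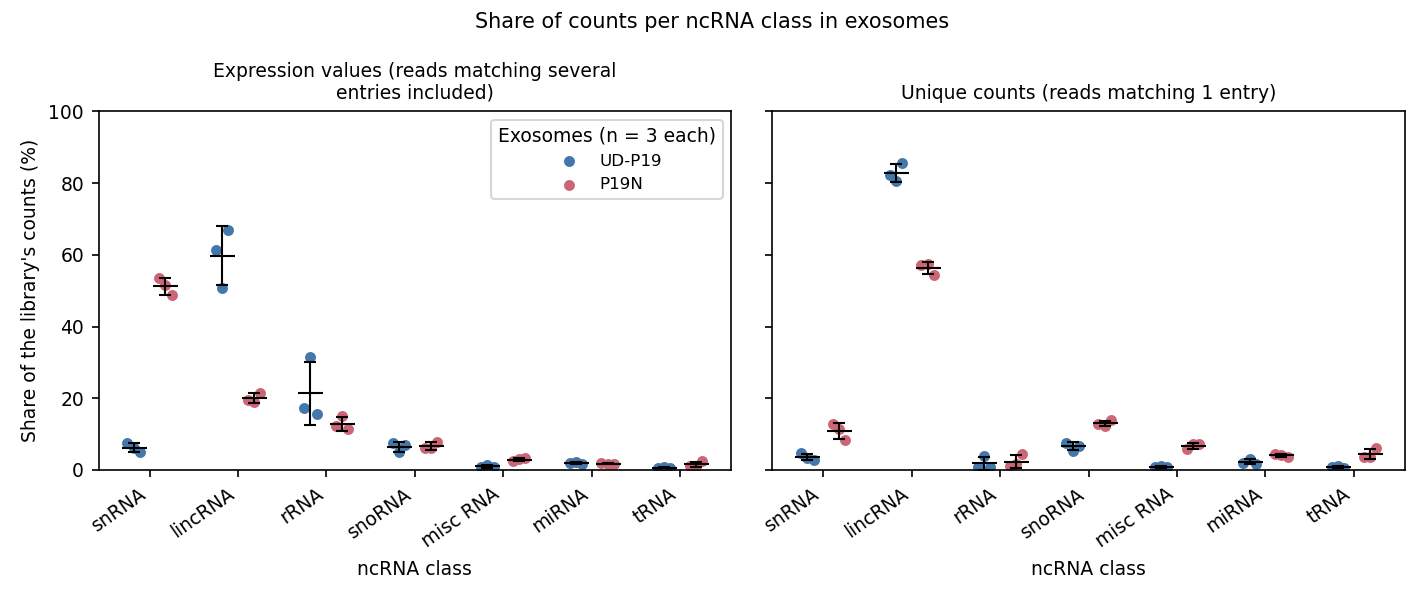
Share of each library's counts taken by 7 ncRNA classes, in percent, for all counts (left) and for unique counts (right). Points are libraries, and bars give the mean and SD of 3 libraries per group; the snRNA shares of the P19N libraries lie above those of the UD-P19 libraries in both plots.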

We manually grouped differentially expressed exosomal ncRNAs according to their class, their percent distribution, and absence/presence in P19N exosomes relative to UD-P19 exosomes (Table 2 and Fig. 6c and d). The two-way hierarchical clustering map of exosomal transcripts generated using the log_2_-transformed expression values depicted distinct enrichment or depletion of transcripts in UD-P19 and P19N exosomes (Fig. 6e; complete heat map in Supplementary Figure S12). 

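Average-linkage clustering of the 6 libraries on log2 CPM of the tested transcripts, with a prior count of 2, separated UD-P19 from P19N exosomes at the top split. Pearson correlations across transcripts, which are not independent replicates, were between 0.900 and 0.968 within UD-P19 exosomes, between 0.957 and 0.983 within P19N exosomes and between 0.819 and 0.884 across the groups. The top split was the same with Spearman correlations and with a prior count of 0.5.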

All differentially present rRNAs were depleted in P19N exosomes. 

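Of 80 rRNA transcripts tested, 11 were called, all lower in P19N exosomes. They belong to 5 families of near-identical copies. The largest is the 5S rRNA family, in which 7 of 68 tested copies were lower and 61 were not called. The 5.8S rRNA n-R5-8s1, on chromosome 18 from 73533403 to 73533550, had 809 counts, all unique, of which 0 matched the transcript exactly. Its mean was 329 ± 172 CPM (SD, n = 3) in UD-P19 exosomes and 52.3 ± 12.9 (SD, n = 3) in P19N exosomes, with a log2 fold change of -2.65 (standard error 0.497, adjusted p = 0.00115 from edgeR's quasi-likelihood test). Summed over its copies, the 5S rRNA family had a log2 fold change of -0.88 (adjusted p = 0.103 from the same test). The number of rRNA calls depended on the scaling, and 62 rRNA transcripts were lower with DESeq2's size factors. Without UD-P19 replicate 3, 58 were lower, and without P19N replicate 5, 5 were lower.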

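Of 205 snRNA transcripts tested, 63 were higher in P19N exosomes and 2, Gm22265 and Rnu6-ps2, were lower, of which Rnu6-ps2 is not listed in Supplementary Table TS5. These 2 are named because of their values and were chosen after these were seen. The 63 transcripts that were higher make up 17 families of near-identical copies. The largest of these families is that of the U1 snRNA, in which 32 of 35 tested copies were higher and 0.54% of 1008428 counts were unique. Summed over its copies, its log2 fold change was 3.89 (standard error 0.303, adjusted p = 9.93e-05 from edgeR's quasi-likelihood test). Its member Gm22042 (ENSMUST00000082989.1, chromosome 4 from 51812483 to 51812647 of GRCm38) had 1300 ± 269 CPM (SD, n = 3) in UD-P19 exosomes and 18800 ± 1400 (SD, n = 3) in P19N exosomes. For this copy the log2 fold change was 3.86 (standard error 0.339, adjusted p = 5.57e-07), and it stayed between 3.51 and 4.01 with each library left out in turn. With 7 U1 copies of identical sequence, the counts in P19N replicate 4 were between 17469 and 17542 with an SD of 31.1, less than the counting noise of independent reads, and no read was unique to any of them. On unique counts, an alternative chosen after the data were seen, 23 snRNA transcripts were higher and 4 were lower.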

All differentially enriched snRNAs, except one, were upregulated in P19N exosomes. LincRNAs such as Snhg20, AC160336.1, 2900076A07Rik, Gm48681, Gm48281, Malat1, Gm31600 and 2810429I04Rik were particularly enriched in P19N exosomes while Mir17hg, Gm12840, Gm42047, Gm20186, and Gm4316 were enriched in UD-P19 exosomes (Fig. 6e; Supplementary Figure S12). 

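Each of the lincRNAs named was called by edgeR's quasi-likelihood test. Gm48281 had 1 count in each UD-P19 library and 83, 82 and 47 counts in P19N replicates 4, 5 and 6, at least 17.1-fold higher than the limit of 3 counts allows in UD-P19 exosomes. Few reads matched the named transcript exactly at 4 of these lincRNAs: 6 of the 215 counts of Gm48281, 0 of the 268 counts of Gm48681, 1 of the 176 counts of Gm31600 and 29 of the 303 counts of 2810429I04Rik. Gm48681 and Gm31600 had log2 fold changes of 1.88 (standard error 0.543) and 1.94 (standard error 0.537), and both calls were lost without P19N replicate 4 or P19N replicate 5, that of Gm31600 also without UD-P19 replicate 3. Snhg20 had 797 ± 81.0 CPM (SD, n = 3) in P19N exosomes and 104 ± 76.0 (SD, n = 3) in UD-P19 exosomes, but none of its 2017 counts was unique, and the scaRNA Gm26083, which lies within it, held 1959 counts. Of the 532 counts of 2900076A07Rik, 24 were unique, and the scaRNA Mir1839 within it held 515. AC160336.1 was lower in P19N exosomes, with 187 ± 22.4 CPM (SD, n = 3) against 557 ± 213 (SD, n = 3) and a log2 fold change of -1.57 (standard error 0.425, adjusted p = 0.0126), and its call was lost without P19N replicate 4 or P19N replicate 5. The transcript of 2810429I04Rik was also lower, with 24.6 ± 18.6 (SD, n = 3) against 152 ± 80.8 (SD, n = 3) CPM (adjusted p = 0.00657 from the same test). Gm12840, Gm42047, Gm20186 and Gm4316 were lower in P19N exosomes, with log2 fold changes of -3.12, -4.33, -3.01 and -3.02 (standard errors 0.751, 0.751, 0.686 and 0.689). UD-P19 replicate 3 held most of their counts, for example 228 of the counts of Gm42047 against 24 and 58 in UD-P19 replicates 1 and 2, and each of the 4 calls remained without any 1 library, but the log2 fold changes then ranged from -3.99 to -2.03, from -4.80 to -3.13, from -3.57 to -2.20 and from -3.43 to -2.18. On unique counts, an alternative chosen after the data were seen, Gm12840 was not called (adjusted p = 0.06). Gm42047 shares a stretch of 3209 bases at 98.4% identity with Gm48362, which was called as well.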

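The paper names 34 ncRNAs in its text or in Fig. 6e that the deposited table lists. All 34 were called by edgeR's quasi-likelihood test, 15 of them higher and 19 lower in P19N exosomes. The normalized counts of the groups did not overlap for 32 of them and overlapped for Snord91a and Mir1291. These ncRNAs were chosen by the study on the same libraries, so that this count is not independent evidence. Fewer than 50% of the counts were unique for 17 of the 34, fewer than 10% matched the transcript exactly for 8, and 11 lost their call in at least 1 of the 6 fits that each left out 1 library. Snhg1 is represented in Supplementary Table TS5 by the processed transcript ENSMUST00000206029.1 on chromosome 19 from 8725500 to 8726443. It had 32.7 ± 14.0 CPM (SD, n = 3) in UD-P19 exosomes and 115 ± 23.2 (SD, n = 3) in P19N exosomes, a log2 fold change of 1.84 (standard error 0.517, adjusted p = 0.0161), and the call was lost without P19N replicate 4 or P19N replicate 6. None of its counts was unique. Of 15 Snhg1 transcripts tested, this was the 1 called, and the one with the most counts, ENSMUST00000206519.1 with 13740, had a log2 fold change of -0.15 (adjusted p = 0.819).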

Notable examples of ncRNAs that were preferentially enriched in P19N exosomes were mir-9, let-7 (microRNAs), Malat1 (lincRNA) and preferentially depleted in P19N exosomes were miR-6236 (microRNA), Mir17hg and GAS5 (lincRNAs) and sngh1 (processed RNAs) (Fig. 6e, Supplementary Table TS5). Small RNA-seq data analysis revealed the presence of pro-neurogenic ncRNAs/miRNAs in P19N exosomes such as let-7 and Malat-1 suggesting that these could potentially mediate the biological effects of P19N exosomes on UD-P19. 

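The Malat1 transcript of Fig. 6e and Supplementary Table TS5, ENSMUST00000173314.1 on the minus strand of chromosome 19 from 5795691 to 5797464, had 1, 10 and 3 counts in UD-P19 replicates 1, 2 and 3 and 40, 36 and 18 counts in P19N replicates 4, 5 and 6. Its log2 fold change was 2.49 (standard error 0.633, adjusted p = 0.00906 from edgeR's quasi-likelihood test), and the call was lost without UD-P19 replicate 3. None of these counts was unique. The Malat1 transcript with the most counts, ENSMUST00000172812.2, had 94, 241 and 132 counts in UD-P19 exosomes and 843, 687 and 313 in P19N exosomes, with a log2 fold change of 1.67 (standard error 0.420, adjusted p = 0.00867). Of its 2310 counts, 2086 were unique. Of 4 Malat1 transcripts tested, 2 were higher and 2 were not called. From the presence of let-7 and Malat1 in P19N exosomes, the paper proposes that they could mediate the effects of these exosomes on UD-P19.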

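Gas5 is represented in Supplementary Table TS5 by the processed transcript ENSMUST00000159153.7 on chromosome 1 from 161035186 to 161038478. This transcript had 153 ± 76.1 CPM (SD, n = 3) in UD-P19 exosomes and 33.2 ± 7.08 (SD, n = 3) in P19N exosomes. The log2 fold change was -2.19 (standard error 0.531, adjusted p = 0.00678 from edgeR's quasi-likelihood test) and stayed between -2.55 and -1.86 with each library left out in turn. None of its 330 counts was unique, and the snoRNA Mir5117, which lies within it, held 347 counts with a log2 fold change of -2.17. Of 14 Gas5 transcripts tested, 5 were lower in P19N exosomes and 9 were not called. The Gas5 transcript with the most counts, ENSMUST00000161229.7 with 4808, had a log2 fold change of -0.40 (adjusted p = 0.439), and over the 14 transcripts 37 counts were unique.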

UD-P19 exosomes contained pro-stemness ncRNAs/miRNAs such as GAS5 that could potentially help maintain stemness of UD-P19.

Several ncRNAs/microRNAs in P19N exosomes were present as pre-miRNAs. 

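The deposited table lists 454 miRNA transcripts by their hairpins, which are between 57 and 232 bases long with a median of 100.5. At least 1 count was found for 326 of them and 55 were tested. The counts are given per hairpin transcript. The deposited columns for mature arms do not divide them, since for every transcript of the table the column of the 5′ arm repeats the count, while the columns of the 3′ arm and of other reads sum to 0 in each library. The length of the reads is not part of the table, so that counts of a precursor and of a mature miRNA were not separated. Of the counts at miRNA transcripts, 64% lay at Mir6240. Among the called transcripts, 7 were higher and 9 were lower in P19N exosomes, in 6 and 6 families of near-identical copies. Mir1843b, on chromosome 1 from 159340358 to 159340423, was one of those that were higher, with 16.0 ± 7.07 CPM (SD, n = 3) in UD-P19 exosomes and 329 ± 33.4 (SD, n = 3) in P19N exosomes. The log2 fold change was 4.36 (standard error 0.518, adjusted p = 1.34e-05 from edgeR's quasi-likelihood test), and 674 of its 796 counts were unique. With 1 library left out, the 16 miRNA calls ranged from 12, without P19N replicate 4 or 5, to 26, without UD-P19 replicate 2. They were 10 at an FDR of 0.01 and 7 on unique counts, an alternative chosen after the data were seen.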

Unprocessed exosomal ncRNAs/microRNAs can only be effective in regulating gene expression of recipient cells if they undergo maturation process through cleavage by the RNase III enzyme, Dicer [32]. Western blot analysis detected Dicer1 protein but not argonaute-2 protein in P19N exosomes (Fig. 6f). Argonaute-2 forms the RNA-induced silencing complex (RISC) in the cytoplasm.

Since miR-9 is a versatile regulator of neurogenesis, we validated its association with P19N exosomes by real-time PCR using the housekeeping reference, hsa-miR-361-5p to normalize miR-9 levels. 

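The sequencing data list miR-9 under 4 transcripts. The one called, and named mir-9 in Fig. 6e and Supplementary Table TS5, is Gm25641 (ENSMUST00000175135.1), on the minus strand of chromosome 3 from 88215589 to 88215696 of GRCm38. It had 24, 18 and 18 counts in P19N replicates 4, 5 and 6 and 0 counts in each UD-P19 library, which allows up to 6.6, 4.26 and 3.93 counts per 1000000 counts of the unscaled total in UD-P19 replicates 1, 2 and 3. Against a limit of 3 counts in UD-P19 exosomes, its 25.7 ± 2.30 CPM (SD, n = 3) in P19N exosomes were at least 4.86-fold higher (adjusted p = 4.44e-04 from edgeR's quasi-likelihood test), and the call was kept with each library left out in turn. All 60 counts were unique and 43 of them matched the transcript exactly. Gm25641 lies on the strand opposite to the miR-9 hairpin Mir9-1, which is on the plus strand from 88215598 to 88215686, and contains the reverse complement of its 89 bases. The 3 annotated hairpins Mir9-1, Mir9-2 and Mir9-3 had 7 counts in P19N exosomes and 0 in UD-P19 exosomes, with at most 2 counts at a hairpin in any library, and fell under the minimum total of 15 counts.

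**Figure D3:**
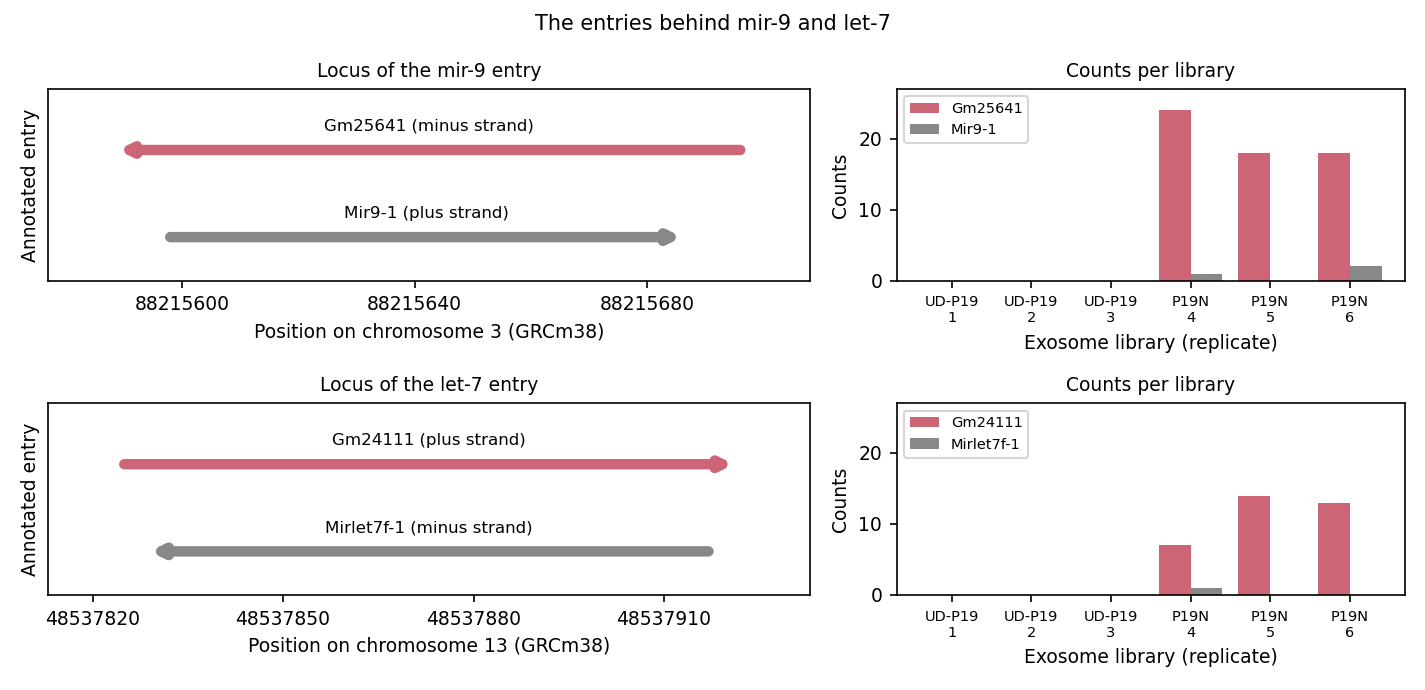
Positions and strands of Gm25641 with Mir9-1 and of Gm24111 with Mirlet7f-1 on GRCm38 (left, arrows point in the direction of the strand) and their counts in each library (right). The counts lie at Gm25641 and Gm24111, with at most 2 counts per library at Mir9-1 and Mirlet7f-1.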

The normalized qPCR data showed significant expression of miR-9 in P19N exosomes and absence in UD-P19 exosomes (Fig. 6g) thus confirming small RNA-Seq results that identified exclusive presence of miR-9 in P19N exosomes (Figs. 6e).

## Discussion

Pluripotent P19 cells offer an excellent model system to study neurodevelopment [16, 33, 34]. In the present study, we used these cells to obtain evidence for neuronal exosomes-mediated neurogenesis of pluripotent P19 cells. Our data demonstrate that UD-P19 and P19N released exosomes with classic exosome characteristics. Both UD-P19 and P19N internalized P19N exosomes. Long-term (6 days) exposure to P19N exosomes and not UD-P19 exosomes induced cellular differentiation of UD-P19 to MAP2- and GluN2B-positive neurons. Exosome-mediated neuronal differentiation of UD-P19 was exosome exposure time dependent. P19N exosomes contained pro-neurogenic ncRNAs. UD-P19 exosomes were enriched with ncRNAs that support maintenance of stem cell characteristics and stem cell proliferation.

Exosomes originate in multivesicular bodies of cells and their size ranges between ~ 40 and 150 nm [4, 5]. In the present study, exosomes from CM of UD-P19 and P19N were subjected to their size measurement under hydrated and dry conditions. The hydrodynamic mode size was similar for UD-P19 and P19N exosomes and it was two to three times larger than their dry size. This difference was expected as loss of fluid will cause exosomes to shrink in size. The dry size determined by TEM showed UD-P19 exosomes to be significantly larger than P19N exosomes. These results agree with ultrastructural studies reporting neuronal exosome size to range between 40 and 80 nm [12]. Neuronal exosomes size ranges between 60–70 nm when still present within the multivesicular bodies of neuronal soma [35]. The significance of exosome size difference between two parent cells is not known and requires additional studies. Under TEM, UD-P19 and P19N exosomes appeared as ball-like structures. We attribute the ball-like morphology to slow dehydration of ‘unfixed’ exosomes that results in uniform shrinkage of exosomes. The cup-shaped morphology often reported in the literature for fixed exosomes is an artifact [36]. The dry size determined by AFM showed the size of UD-P19 and P19N exosomes was quite similar, and smaller than that obtained using TEM. This could be explained by loss of loosely adhering large sized exosomes during our wash step used for removing salt crystals from the mica surface. The surface of mica is hydrophilic with a negative charge in aqueous solution and exosomes are also negatively charged [37]. Thus, exosomes may not strongly adsorb onto the mica surface owing to electrostatic repulsion in contrast to the carbon surface used for TEM, as shown by the lower exosome density in Fig. 1d.

The physiological status of parent cells dictates the number of exosomes released. UD-P19 are flat cells and can release exosomes from the entire surface. Neurons are polarized cells with soma and neuronal processes. Neurons tend to release exosomes from cell body or the dendrite [38]. Despite the difference in cell shape, UD-P19 and P19N released similar number of exosomes when expressed per mL CM (exosome number/CM volume). Both UD-P19 and P19N exosomes expressed common exosome marker proteins, CD63, flotillin-1, and tsg101. CD63, a transmembrane protein, was present on the surface of UD-P19 exosomes. The cytosolic protein, cytochrome C and CD9 and CD81 were absent in UD-P19 and P19N exosomes. CD9 and CD81 are normally present in ectosomes and absent in exosomes [39–41]. In contrast, CD63 is enriched in exosomes [41, 42]. Absence of CD9 and CD81 in UD-P19 and P19N exosomes suggests that our exosome isolation procedure utilizing differential centrifugation allowed exosome isolation without ectosome contamination. Together, these data confirmed purification of exosomes enriched fractions from CM of UD-P19 and P19N.

Intercellular communication through exosomes can regulate stem cell differentiation [43]. Since UD-P19 can potentially be classified as “pluripotent stem cells”, P19N exosomes could stimulate UD-P19 differentiation to neurons. When incubated with Dil-labeled P19N exosomes, both UD-P19 and P19N internalized exosomes in a concentration and time dependent manner albeit with some differences in the kinetics. Maximum exosome uptake was seen at 12 h and thereafter decline in internalized exosomes was faster in P19N but not in UD-P19. The CTCF of internalized exosomes in UD-P19 was similar at 12 h and 24 h time points. At the 24 h time point, exosomes accumulated in the perinuclear region of both cells. The perinuclear region is rich with endoplasmic reticulum, nucleoplasm reticulum, and late endosomes and thus, it is likely that internalized exosomes release their bioactive cargo in this location to effectively modulate the gene expression of recipient cells [44–46]. Accumulation of exosomes in the perinuclear region led us to examine the impact of long-term incubation of UD-P19 with P19N exosomes. Exosome exposure for six days recapitulated RA-mediated cellular differentiation events from formation of embryoid bodies to differentiation of neurons with two exceptions. One, exosomes induced EB formation. These EBs were small sized. Second, exosome-induced EBs remained attached to culture dishes. Differentiation of UD-P19 into neurons was observed within two days of exosome exposure. However, the number of differentiating neurons increased from two to six days of exosome exposure and this effect on neuronal differentiation and neuritogenesis was readily evident with MAP2 staining. Control cells cultured in the absence of exosomes for 6 days were occasional MAP2-positive but GluN2B negative suggesting their morphological differentiation. In contrast, neurons differentiated following exposure of UD-P19 to P19N exosomes for 6 days were MAP2 and GluN2B positive confirming their cellular differentiation. One of the subunits of excitatory NMDA receptors, GluN2B is important in neurite growth during development [29]. Cellular differentiation of UD-P19 to neurons by exosomes was confirmed by examining effect of UD-P19 exosomes on differentiation of UD-P19 to neurons. Exposure to UD-P19 exosomes for 6 days had no impact on UD-P19 thus lending credence to P19N exosome-mediated neuronal differentiation of UD-P19. To our knowledge, this is the first report demonstrating exosome-mediated differentiation of pluripotent P19 cells into MAP2- and GluN2B-positive neurons.

The spatiotemporal expression of miRNAs is crucial during embryonic neurogenesis [47]. Some of these miRNAs/ncRNAs might be transferred through exosomes to stem cells prior to their neuronal differentiation. We therefore determined the identity of RNA packaged in UD-P19 and P19N exosomes. Small RNA-seq analysis identified a small set of 233 differentially expressed ncRNAs among several thousand ncRNAs common to UD-P19 and P19N exosomes. A Gene Ontology (GO) term analyses of differentially enriched RNAs in P19N exosomes using the MGI predicted associations of exosomal genes with terms related to neuron differentiation, regulation of synapse organization, long-term synaptic potentiation, basal dendrite, regulation of gene expression and alternative mRNA splicing via spliceosome, miRNA-mediated gene silencing, RISC complex, and several signaling pathways deemed essential for neuronal differentiation. The repertoire of exosomal ncRNAs identified in the present study could feed into the epigenetic regulatory networks involved in neuronal differentiation or proliferation of pluripotent cells [48]. These data and discussion below highlight the exceptional role of exosomes in cellular reprograming that is previously achieved through genetic modifications of cells e.g., by overexpressing transcription factors or microRNAs [49–51]. Exosomes thus present a novel alternative to genetic modifications-mediated cellular programming that is currently challenged by lack of sufficient knowledge of reprogramming factors, specificity, safety and efficacy of genetic modifications [52].

A literature search for several differentially enriched UD-P19 and P19N exosomal ncRNAs identified many notable ncRNAs previously implicated in neurogenesis or maintenance of stemness. For instance, miR-9 and let-7 were present only in P19N exosomes. 

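The transcript named let-7 in Fig. 6e and Supplementary Table TS5 is Gm24111 (ENSMUST00000175491.1), on the plus strand of chromosome 13 from 48537825 to 48537921 of GRCm38. It had 0 counts in each UD-P19 library and 7, 14 and 13 counts in P19N replicates 4, 5 and 6, which at 15.0 ± 5.82 CPM (SD, n = 3) was at least 2.83-fold higher than the limit of 3 counts (adjusted p = 0.00299 from edgeR's quasi-likelihood test). Of its 34 counts, 24 were unique and 6 matched the transcript exactly. Gm24111 lies opposite to the let-7 hairpin Mirlet7f-1, on the minus strand from 48537829 to 48537917, and contains the reverse complement of its 89 bases. The 8 let-7 hairpins in the table had 4 counts in UD-P19 exosomes and 10 in P19N exosomes, with at most 2 counts at a hairpin in any library, so that a difference between the groups was not detectable at this depth. Counts of let-7 hairpins in UD-P19 exosomes were found at Mirlet7c-1 and Mirlet7i.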

MicroRNA-9 is important in neurogenesis, interneuron axon guidance and long-term synaptic potentiation [53–56]. Expression of let-7 is associated with neural differentiation and appears in E9.5 mouse embryos [57, 58]. Let-7 inhibits cell proliferation and cell cycle progression, and regulates terminal differentiation of neural stem cells [59, 60]. Malat1, Snord116, Rik201, miR-1839 levels were enriched in P19N exosomes. 

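Snord116 is represented in Supplementary Table TS5 and Fig. 6e by Gm26504, a snoRNA on the minus strand of chromosome 7 from 59675988 to 59676081, with 18.6 ± 4.57 CPM (SD, n = 3) in UD-P19 exosomes and 75.5 ± 19.6 (SD, n = 3) in P19N exosomes. The log2 fold change was 1.99 (standard error 0.517, adjusted p = 0.00999 from edgeR's quasi-likelihood test), and the call was lost without UD-P19 replicate 3 or P19N replicate 5. None of its 211 counts was unique. It belongs to a family of 70 near-identical copies, 57 of which were called, all higher, and the sum over the family had a log2 fold change of 2.04 (standard error 0.477, adjusted p = 0.0148). MiR-1839 is represented by Mir1839, annotated as a scaRNA of 127 bases on chromosome 7 from 81529855 to 81529981. It had 5, 0 and 11 counts in UD-P19 replicates 1, 2 and 3 and 229, 180 and 90 counts in P19N replicates 4, 5 and 6, a log2 fold change of 4.45 (standard error 0.790, adjusted p = 7.57e-04), which stayed between 3.74 and 5.23 with each library left out in turn. All of its reads also matched another transcript. A second transcript named Mir1839, annotated as a miRNA, held far fewer counts, with means of 0 in UD-P19 and 5.67 in P19N exosomes. This second transcript was called higher as well (adjusted p = 0.021 from edgeR's quasi-likelihood test), and none of its counts was unique. The name Rik201 was not matched to a transcript of the table, and it was not analysed here.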

Malat1 is important in synaptogenesis and synapse function and regulates expression of synaptogenesis-related genes [61–63]. Snord116 is involved in the regulation of neuronal activity [64]. Rik201 regulates neural differentiation by modulating the expression of Sox6 and repressing the function of miR-96 [65]. MicroRNA-1839 is a Dicer-1-dependent non-canonical snoRNA and shares mRNA targets with let-7 [66]. It is thus clear that ncRNAs enriched in P19N exosomes are geared to drive differentiation of UD-P19 to P19N. Several ncRNAs such as GAS5, miR-6236, and polycistronic MIR17HG were especially enriched in UD-P19 exosomes. 

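Mir17hg, the host transcript of a miRNA cluster (ENSMUST00000134140.2, chromosome 14 from 115042879 to 115046727), had 34.6 ± 19.0 CPM (SD, n = 3) in UD-P19 exosomes and 5.61 ± 1.52 (SD, n = 3) in P19N exosomes (adjusted p = 0.00763 from edgeR's quasi-likelihood test). Of its 70 counts 62 were unique. The log2 fold change stayed between -3.02 and -2.04 with each library left out in turn, and the call was lost without UD-P19 replicate 1.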

GAS5 regulates self-renewal and pluripotency of murine embryonic stem cells by enforcing a positive feedback network with pluripotency markers, Sox2, Oct4, Nanog, Tcl1, Esrrb, and Tet1 [67]. MIR17HG yields six miRs (miR-17, miR-18a, miR-19a, miR-20a, miR-19b-1, and miR-92a-1), has oncogenic properties and is involved in cell proliferation [68, 69]. Thus, enrichment of specific ncRNAs in UD-P19 exosomes can promote stem cell proliferation and maintenance of stem cell characteristics. Down-regulation of specific ncRNAs in P19N exosomes may have important implications in neurogenesis. We found P19N exosomes had reduced expression of miR-6236 and this reduction is known to augment neuronal development and neuro-regeneration [70]. These data highlight the importance of pro-neurogenic ncRNAs enrichment with a concomitant reduction/exclusion of pro-stemness ncRNAs in P19N exosomes for their role in inducing neurogenesis.

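Mir6236 (ENSMUST00000184437.1) lies on chromosome 9 from 110281287 to 110281409. It had 2890 ± 142 CPM (SD, n = 3) in UD-P19 exosomes and 355 ± 108 (SD, n = 3) in P19N exosomes, a log2 fold change of -3.03 (standard error 0.379, adjusted p = 2.40e-05 from edgeR's quasi-likelihood test). Each library left out in turn gave a value between -3.30 and -2.84. All 6151 of its counts were unique, but only 1808 of them matched the transcript exactly.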

Implicating P19N exosomal ncRNAs in modulation of progenitor cell gene expression evokes the question whether exosomes have enough copies of neurogenic ncRNAs to be effective. There appears to be many potential answers to this question. One, many ncRNAs are effective in a dose-dependent manner. For instance, let-7 significantly down-regulates Dicer mRNA at low dose but targets c-myc mRNA at a higher dose [71]. Second, packaging ncRNAs in exosomes appears to be highly structured. P19N exosomes were packaged with co-targeting ncRNAs similar to brain tissue during neuronal differentiation [72]. Let-7 and miR-1839 that we found to be highly enriched in P19N exosomes, share mRNA targets and the target sites as the seed sequence of miR-1839 is shifted only by a single base [66]. Thus, multiple ncRNAs must synchronize their actions to effectively modulate gene expression for induction of neuronal differentiation. In addition, a safety net may be provided by exosomal proteins. Protein cargo of heterogeneous exosomes preparation from the hiPSC-derived neurons stimulate cell proliferation and neurogenesis through activation of signaling cascades [12]. Similar effects on neurogenesis are observed when homogeneous preparation of cyclin D1 enriched N2A neuronal exosomes are incubated with mouse embryonic stem cells (mESCs). Authors suggest that cyclin D1 is the crucial exosomal component driving the neuron differentiation of mESCs [13]. In both studies, the tissue culture medium contained B27 that contains retinol, a precursor of RA, thus B27 components might have primed cultured cells for induction of neurogenesis. Taken together, these data allude to concerted efforts of exosomal proteins and ncRNAs in neuronal differentiation irrespective of the model system used. Skipping a step during neuronal differentiation might lead to abnormal neurogenesis. For instance, the Wnt/STOP signaling is crucial in promoting neurogenesis in the mouse embryonic neocortex [73]. In P19 neurons, Wnt-1 expression coincides with RA-induction. UD-P19 do not express Wnt-1 but when overexpressed, Wnt-1 induces differentiation of UD-P19 to neurons albeit with aberrant neuronal processes [74]. A heterogeneous exosome preparation is thus likely to be more effective in modulating gene expression of pluripotent “stem” cells for their cellular differentiation as a recent review predicts that exosomes may carry either RNA-rich or protein-rich cargo due to their cellular site of origin [5].

One of the striking observations about ncRNAs was that many were present in their pre-miRNA state in UD-P19 and P19 exosomes. Similar enrichment of pre-miRNAs is reported in human breast milk exosomes [75]. When tested, milk exosomes miRNAs were resistant to harsh conditions including protection from ribonucleases [75, 76]. Packaging P19N exosomes with pre-ncRNAs may be an advantage to protect them from degradation before reaching recipient cells as mature miRNAs are short-lived with half-lives ranging from few minutes to hours in brain/neurons [77]. However, in most other tissues, mature miRNAs are quite stable with half-lives ranging from several hours to days [78]. An alternative scenario could suggest that exosomal pre-miRNAs may be functionally important during development. For instance, ectopic expression of pre-miR-181a-1 in thymic progenitor cells induces their differentiation into CD4 and CD8 double-positive T cells [79]. The RNase III enzyme, Dicer-1 cleaves pre-miRNAs to form mature miRNAs in the cytoplasm [80]. Functionally active Dicer-1 is present in exosomes. Incubation of breast cancer cell exosomes at 37 °C leads to cleavage of pre-miRNAs to their mature form [32]. Dicer-1 was abundantly present in P19N exosomes. Although we did not examine processing of pre-miRNAs to form mature miRNAs, it is likely that pre-ncRNAs in P19N exosomes undergo maturation prior to/after entering the recipient cells, UD-P19. Once internalized, mature ncRNAs can hitch-hike cellular argonaute-2 protein to form RNA-induced silencing complex (RISC) to modulate gene expression of recipient cells [81]. Incidentally, argonaute-2 protein was absent in P19N exosomes. Understanding contributions of exosomal ncRNAs is crucial to decipher the sequence of events that either support cells maintain their stem cell status or exit proliferation and proceed towards differentiation. Currently, experiments employing various strategies (e.g., CRISPR-Cas9 genome editing technology) are in progress in our laboratory to decode and understand the precise functional role of P19N exosomal ncRNAs in modulating gene expression to drive the differentiation of UD-P19 cells to neurons.

In conclusion, UD-P19 and P19N released exosomes with normal characteristics and had overlapping but distinct ncRNA cargos. Besides common ncRNAs, exosomes from each cell were enriched with specific ncRNAs that were either pro-stemness (proliferation and maintenance of stem cell characteristics) or pro-neurogenic (induces neuronal differentiation). Internalization of P19N exosomes induced differentiation of UD-P19 to MAP2- and GluN2B-positive neurons. Differentiation of neurons using exosomes has immense therapeutic applications from spinal cord and brain injury to neurodegenerative diseases.

## Supplementary Information

Supplementary Figure S1 An overview to UD-P19 and P19N culture conditions, and retinoic acid mediated differentiation of UD-P19 to P19 neurons. Cell culture methods used in this study have been established and published previously by our laboratory. **a**) A brief overview to steps involved in culturing 60-70% confluent UD-P19 in serum free medium. Cells were passaged at 1:5 ratio yielding ~50% confluent UD-P19 that were cultured in α-MEM containing 10% FBS. In 24h, cells became 60-70% confluent. They were washed and fed α-MEM containing N2 supplement (serum free medium). After 24h, conditioned medium (CM) was collected and processed immediately for isolation of exosomes. **b**) UD-P19 from one 75 cm^2^ flask were trypsinized and plated in a 10 mm petri plate in α-MEM containing 5% FBS and 1μM retinoic acid (RA). Within 2d, cells began to aggregate and formed free floating embryoid bodies (EBs). EBs were collected by low speed centrifugation and plated in a new petri plate. They were cultured for 2d in α-MEM containing 5% FBS and 1μM RA. At the end of RA treatment, EBs were washed, triturated gently and plated in poly-L-lysine coated 75 cm^2^ flask pre-incubated with laminin for 1h. EBs were cultured for 4d in neurobasal medium (NB) containing N2 supplement and glutamine with change of medium after 2d. After 4d, cells were cultured in NB/B27/N2/glutamine medium. Two days later, cells were fed fresh NB/B27/N2/glutamine medium. At the end of 2d, CM was recovered and processed immediately for isolation of exosomes. Culture medium for all cells contained 1x antibiotic/anti-mycotic solution (MilliporeSigma). (PNG 220 kb)

High resolution image

Supplementary Figure S2 Flow chart showing centrifugation steps with rotor and k-factor for isolation of UD-P19 and P19N exosomes by differential ultracentrifugation. (PNG 97 kb)

High resolution image

Supplementary Figure S3 Solubilization of exosomes for Western blotting. Not all lysis buffers were compatible with detection of exosomal marker proteins. Lysis buffer, solubilization of exosomes, and storage conditions of solubilized samples for Western blotting were optimized. **a:** Exosomes volume containing 50 μg protein were diluted to 2 mL with PBS ultracentrifuged to pellet down the exosomes. Exosome pellet was suspended directly in 1x RIPA buffer containing anti-proteases to prevent labile CD63 protein degradation. Exosomes suspended in RIPA buffer were incubated at 37°C to solubilize exosome membranes. Samples were gently mixed every 5 min. At the end of incubation, samples were centrifuged, mixed with appropriate volume of 5X Laemmli’s sample buffer and heat-denatured for 3 min in boiling water. Solubilized exosomes were stored at -70°C if not processed immediately for Western blotting. **b:** Exosomes in PBS containing a known amount of protein were mixed with 5X Laemmli’s sample buffer and heat-denatured for 3 min in boiling water. Solubilized exosomes were stored at -20°C if not processed immediately for Western blotting. Protein amount required for every exosomal marker protein was optimized after selection of optimal lysis buffer. (PNG 266 kb)

High resolution image

Supplementary Figure S4 Appearance of exosome pellet after ultracentrifugation. Exosomes appeared as a translucent pellet (dotted circle) in centrifuge tube after quick removal of supernatant following ultracentrifugation and observing the tube against light. (PNG 693 kb)

High resolution image

Supplementary Figure S5 Optimization of lysis buffer and primary antibodies to CD9, CD81, tsg101, and cytochrome C for detection of the respective cognate protein by Western blotting. Fetal cortical lysate (FCN) proteins were separated on 8 or 10% polyacrylamide gels, blotted, and probed with one of the primary antibodies (CD9, CD81, tsg101 or cytochrome C). Immunoreactive proteins (indicated by black arrows) were detected using ECL plus reagent and scanning on a PhosphorImager. CD9 and CD81 immunoblots: Lanes 1 and 2: lysate proteins dissolved in RIPA buffer; Lanes 3 and 4: lysate proteins dissolved in Laemmli’s buffer; Lanes 1 and 3: 20 μg protein; Lanes 2 and 4: 30 μg protein; tsg101 and cytochrome C immunoblots: Lanes1 to 5: Increasing concentration of lysate protein (5, 10, 15, 20, and 25 μg respectively) was loaded on the gel. Pre-stained protein molecular weight markers (NEB) were included in all gels (Lane M) and their size is indicated in kDa on the left. (PNG 742 kb)

High resolution image

Supplementary Figure S6 Exosomes were processed for immuno-EM by indirect method using anti-CD63 and gold (18 nm) conjugated secondary antibody. Representative electron micrograph of exosomes incubated with 1% donkey serum in lieu of anti-CD63 (negative control) (Top image). Representative electron micrograph of exosomes incubated with anti-CD63 showed surface localization of CD63 protein on UD-P19 exosomes (bottom image). Electron micrograph of region highlighted by red square was captured at higher magnification to show gold particles bound to exosome (inset in the bottom electron micrograph). Inset image is shown in Figure 2e with magnification. Scale bar = 200 nm. (PNG 4926 kb)

High resolution image

Supplementary Figure S7 P19N exosomes are internalized by UD-P19 and P19N. Cells cultured with Dil-labeled P19N exosomes (red) for 24h were fixed, counterstained with nuclear stain, DAPI (blue), and examined under confocal microscope (Zeiss LSM-700). Cells were optically sliced (z-stacked) using an EC Plan-Neofluar 40x/1.30 NA objective to determine intracellular localization of Dil-labeled exosomes. **a**: Representative z-stacks of UD-P19 incubated with Dil-labeled exosomes (11 μm focal distance; 1 μm/step) (images 1-12). Cytosolic Dil fluorescence was maximum in optical sections between 4 and 7 μm. The z-stacks were processed into maximum intensity projections for DAPI (blue), Dil (red), and both channels merged together (Merge). Scale bar = 20 μm. **b**: Representative z-stacks of P19N incubated with Dil-labeled P19N exosomes (6 μm focal distance; 0.5 μm/step) (images 1-12). Cytosolic Dil fluorescence was maximum in optical sections between 2.5 and 3.5 μm. The z-stacks were processed into maximum intensity projections for bright field (grey color), DAPI (blue), Dil (red), and DAPI/red merged fluorescence (Merge). Scale bar = 20 μm. **c and d**: As controls, UD-P19 (c) and P19N (d) were independently incubated for 24h with Dil/DPBS mix processed in the same manner as Dil/exosomes. No Dil fluorescence was observed in control cultures. Scale bar = 50 μm.

Supplementary Figure S8 Exosome-mediated differentiation of UD-P19 to neurons. Representative tiled images of undifferentiated P19 cells cultured in the absence (Control – No Exo) or presence (Exo Treated) of P19N exosomes for 2 days (**a**), 4 days (**b**), and 6 days (**c**) were captured with a Zeiss confocal microscope using 10X (Plan-Neofluar 10x/0.30) objective. All images were stitched using Stitch feature of Zen software. Cultures terminated at each time point were processed for immunostaining of neurites with MAP2 (green) and nuclei with DAPI (blue). Formation of embryoid bodies following P19N exosome exposure is indicated by red arrowheads and MAP-2 positive cells by white arrows. Scale bar = 500 μm.

Supplementary Figure S9 Exosomal RNA analysis on BioAnalyzer. Representative electropherograms were obtained by electrophoresing denatured exosomal RNA in Agilent’s small RNA chip on BioAnalyzer. The 4nt RNA marker was included in every well. Low molecular weight RNA ladder was included in the run. Arbitrary fluorescence units (FU) were plotted as a function of RNA size in nucleotides (nt). **a**: UD-P19 exosome RNA, **b**: P19N exosome RNA. (PNG 169 kb)

High resolution image

Supplementary Figure S10 Quality control analysis of barcoded cDNA libraries. Electropherograms of six double-stranded barcoded cDNA libraries (UD-P19 1-3 = three biological replicates of UD-P19 exosomes and P19N 1-3 = three biological replicates of P19N exosomes) obtained on BioAnalyzer using a High Sensitivity DNA chip. Biological replicate for each cell population is indicated on the left. Arbitrary fluorescence units (FU) were plotted as a function of DNA size in base pairs (bp). (PNG 295 kb)

High resolution image

Supplementary Figure S11 Flow chart showing filtration of differentially enriched/depleted ncRNAs in exosomes. (PNG 69 kb)

High resolution image

Supplementary Figure S12 Two-way hierarchical clustering of salient transcripts. The heat map was generated using the log_2_ transformed expression values of the differentially enriched transcripts purified from UD-P19 and P19N exosomes. To reduce complexity, only 218 transcripts with mean expression values ≥ 10 in UD-P19 or P19N were included in the heat map. The columns represent three biological replicates per parent cell. Each row of circles represents a single transcript. Transcript enrichment is indicated in pink and depletion in blue. The values in the heat map are mapped to colors using the minimum and maximum of each row independently. The numbers in the circles represent the log_2_ transformed expression values.

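In the deposited counts, 221 of the transcripts of Supplementary Table TS5 had a mean of at least 10 counts in UD-P19 or in P19N exosomes.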

Supplementary Table TS1

Supplementary Table TS2 Optimization of sample preparation and Western blot conditions. This table provides details of Western blot conditions optimized and used to detect various proteins in exosomes and cell lysates. Notes to superscripted numbers are provided below the table.

Supplementary Table TS3 (XLSB 9325 kb)

Supplementary Table TS4 (XLSB 8254 kb)

Supplementary Table TS5 List of differentially enriched/depleted ncRNAs in UD-P19 and P19N exosomes. Non-coding RNAs identified in UD-P19 and P19N exosomes were filtered in a step-wise manner to obtain number and list of differentially enriched/depleted ncRNAs in UD-P19 and P19N exosomes. 

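The transcripts of Supplementary Table TS5 carry 230 gene symbols and fall into 129 families of near-identical copies. In the quasi-likelihood fit 158 of them were higher and 77 lower in P19N exosomes. The fold changes in the table are ratios of mean counts that were not scaled for library size. For 142 of its transcripts, those with a mean of at least 10 counts in both groups, the log2 fold change with TMM normalization minus the log2 of the table's fold change had a median of -0.38. Of the 115 that could be tested on unique counts, an alternative chosen after the data were seen, 101 were called.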

Three filters applied for data analysis are shown in Supplementary Figure S10.

Supplementary Table TS6

## Data Availability

All original data is available upon request from the communicating author, Meena Kumari.

# Supplementary material for: Exosomes induce neurogenesis of pluripotent P19 cells
**Source:** Stem Cell Rev Rep. 2023 Feb 22;19(5):1152–76. doi: 10.1007/s12015-023-10512-6
**Supplement:** Supplementary file 22

**Supplementary Table TS1**: An overview to the size (diameter) of UD-P19 and P19N exosomes determined under hydrated condition by NanoSight (NTA) and under desiccated conditions by transmission electron microscopy (TEM) and atomic force microscopy (AFM).

|  | **Parent Cells for Exosome Isolation** | |
| --- | --- | --- |
| **Technique Employed** | **UD-P19** (average size)  (nm ± Std Dev) | **P19N** (average size)  (nm ± Std Dev) |
| NTA  (mode size) | 143 ± 18 nm | 135 ± 10 nm |
| TEM | 59 ± 16 nm | 42 ± 9 nm |
| AFM | 30 ± 17 nm | 32 ± 15 nm |

# Supplementary material for: Exosomes induce neurogenesis of pluripotent P19 cells
**Source:** Stem Cell Rev Rep. 2023 Feb 22;19(5):1152–76. doi: 10.1007/s12015-023-10512-6
**Supplement:** Supplementary file 23 — Optimization of sample preparation and Western blot conditions. This table provides details of Western blot conditions optimized and used to detect various proteins in exosomes and cell lysates. Notes to superscripted numbers are provided below the table.

**Supplementary Table TS2**: Optimization of sample preparation and Western blot conditions

| **Antigen/**  **Molecular size** | **UD-P19 Exosome**  **Protein** | **P19N Exosome**  **Protein** | **Cell Lysate^1^**  **Protein Amount** | **Lysis Buffer for solubilizing exosome pellet** | **Resolving gel** | **Stacking gel** | **Exosome lysate storage temp.** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| CD9 (24 kDa) | 30 µg | 30 µg | 30 µg**^2^** | Laemmli buffer | 10% | 4% | -20°C |
| CD63 (25 kDa)**^3^** | 50 µg | 30 µg | 50-100 µg | RIPA buffer**^4^** | 10% | 4% | -70°C |
| CD81 (22-26 kDa) | 30 µg | 30 µg | 30 µg**^4^** | Laemmli buffer | 10% | 4% | -20°C |
| Flotilin-1 (52 kDa) | 40 µg | 30 µg | 30 µg | Laemmli buffer | 8% | 3.5% | -20°C |
| Tsg101 (45 kDa) | 40 µg | 30 µg | 30 µg | Laemmli buffer | 8% | 3.5% | -20°C |
| Cytochrome C (15 kDa) | 40 µg | 30 µg | 30 µg | Laemmli buffer | 8% | 3.5% | -20°C |
| Argonaute-2**^5^** (97 kDa) | N/A | 100 µg | 100 µg | Buffer A**^6^** | 6% | 2.5% | -20°C |
| Dicer1**^5^** (219 kDa) | N/A | 100 µg | 100 µg | Buffer A**^6^** | 6% | 2.5% | -20°C |

Superscript numbers: 1= cell lysate (nuclei-free) from UD-P19, P19N, and fetal cortical neurons (FCN) were included as controls for Western blotting. 2= 20 µg FCN lysate and 30 µg of P19N and UD-P19 lysates were loaded on the same gel as exosome lysates. 3= CD63 is a 25kDa protein but multiple bands were detected on Western blot due to heavily glycosylation of CD63. 4 = Exosomes suspended in RIPA buffer were incubated at 37°C/30 min to dissociate CD63 from exosome membranes. Samples were gently vortexed every 5 min during incubation at 37°C. Tubes were wrapped with parafilm prior to incubation at 37°C to prevent evaporation. At the end of incubation, tubes were centrifuged to bring the sample down. CD63 is highly labile and addition of anti-proteases during solubilization was absolutely essential to prevent its degradation. 5= Levels of argonaute-2 and dicer1 were examined only in P19N exosomes; 6= P19N exosomes were suspended in buffer A [50 mM Tris.HCl buffer pH 7.5 containing 150 mM NaCl, 5 mM EDTA, 0.5 mM DTT, 0.5% NP40, 1 mM NaF, 1mM AEBSF, 1 mM PMSF] and incubated on ice for 20 min with gentle mixing every 5 minutes. Insoluble fraction was removed by centrifugation at 16,000 g, and clear supernatants recovered were loaded on polyacrylamide gel.

How the deposited data were processed for this re-analysis (not part of the article)

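Small RNA was sequenced from exosomes of undifferentiated P19 cells (UD-P19, replicates 1 to 3) and of P19 neurons (P19N, replicates 4 to 6, from cultures 8, 10 and 12 days old), 1 library per replicate. The authors trimmed adaptors, merged read pairs, matched the reads to the Ensembl ncRNA transcripts of GRCm38 in CLC Genomics Workbench, and deposited counts of reads per transcript without normalization. How a read that matched several transcripts was counted is not stated. It was not counted in full at each, since copies of identical sequence held similar but unequal counts. Separate deposited columns named unique and exact are not defined in the deposited file or the paper, and were read as counts of reads that matched 1 transcript only and of reads that matched without a mismatch. The first reading was checked on copies of identical sequence, which held 0 unique counts, and the second was assumed. The authors also deposited the means of the counts per group (a signal without normalization), a fold change as the ratio of these means, and a fold change, p-value and FDR from their exact test. The deposited means, fold changes and p-values were used only for comparison. Values here were computed from the deposited counts.

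The table held 5880 transcripts, of which 5773 were matched by identifier to GENCODE mouse release 21 and 107 were not; 1257 had a count of 0 in every library. Total counts per library were between 454499 and 887460, and a count of 0 was read as up to 3 counts. Transcripts with a total of at least 15 counts over the 6 libraries, 1286 in all, were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, no covariate and Benjamini-Hochberg adjustment, and were called at an adjusted p of at most 0.05. Standard errors of log2 fold changes come from the same fit. CPM are counts per 1000000 of the TMM-scaled library size. Where all libraries of a group had at most 3 counts, the fold is given as a bound against 3 counts. The fit was tested on simulated data in which 200 transcripts were changed by a log2 fold change of 2 up or down (drawn from those with a mean of at least 10 counts): the quasi-likelihood test recovered 77%, edgeR's exact test 80.5% and DESeq2 83.5% of them. Smaller changes, and changes at lower counts, were not simulated. Changes were balanced up and down, and a shift in library composition or reads divided among similar transcripts was not simulated.

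Transcript sequences were compared with BLAST 2.17.0, and those with at least 90% identity over at least 80% of the longer sequence were joined as families. Classes were taken from the annotation. The share of counts per class and the number of transcripts detected were compared with exact two-sided permutation tests over 20 relabellings, whose smallest p is 0.1. Classes with at least 5 tested transcripts were tested as sets with camera (preset correlation 0.01) and fry of limma 3.58.1. Libraries were grouped by average linkage on Pearson correlations of log2 CPM with a prior count of 2. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

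The named transcripts were set by a rule before the data were examined: every ncRNA that the paper names in its text or in Fig. 6e and that the deposited table lists, and the 3 highest and 3 lowest log2 fold changes among calls with a mean of at least 10 counts and no overlap between the groups, each family counted once. The alternatives set before the data were examined were other count filters (a total of at least 5, no filter, edgeR's filterByExpr, a mean of at least 10 counts in either group), other scalings (DESeq2 size factors, TMMwsp, total counts only, TMM without snRNAs or without rRNAs), other tests (edgeR's exact test, DESeq2 1.42.0, the robust quasi-likelihood test), near-identical copies summed, stricter calls (an FDR of 0.01, or an absolute log2 fold change of at least 1) and each library left out in turn. Other choices set then concerned the class shares, the numbers detected, the clustering and the set test. Unique counts, 1 copy per family and leaving out Gm42418 were added after the data were seen.

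The name Rik201 could not be matched to a transcript and was not analysed here. No enrichment of GO terms was computed, because the paper's table does not give terms for all tested transcripts. Culture age could not be separated from replicate and was not a term of the fit.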

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

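Every test in this part was chosen only after the result it addresses had been seen.

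Here, the choice to apply a fit to a flagged result was made after that result was seen. The quasi-likelihood fit, edgeR's exact test, DESeq2 size factors, removal of snRNAs or rRNAs and leaving out each library were themselves set beforehand. Unique counts and leaving out Gm42418 were added after the data were seen. A single lincRNA, Gm42418, held a mean of 58.4% of the counts of a UD-P19 library and 17.0% of those of a P19N library. The paper does not discuss it. Its log2 fold change was -1.97 (standard error 0.271, adjusted p = 7.06e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in each of the 3 P19N libraries than in each of the 3 UD-P19 libraries. Reads shared with other transcripts of the deposited table are argued against by the unique counts: 0 of its 1500163 counts were shared. Sequences outside the matched ncRNA transcripts could not be counted as shared, so reads from such sequences stay open. A larger part of the P19N libraries taken by snRNAs is argued against as the whole cause, since the log2 fold change without snRNAs was -1.90. How much Gm42418 RNA an exosome holds stays open, because counts give shares of a library and no absolute amount. A difference between undifferentiated and neuronal cells also stays open and was not tested apart from the groups themselves. With Gm42418 left out, an alternative chosen after the data were seen, 47.0% of the calls were higher in P19N exosomes, against 62.5% with it, but leaving it out acts on the scaling of all transcripts. The share was also under 50% with DESeq2 size factors (48.5%) and without rRNAs (47.6%), where Gm42418 was kept, so that its part in the excess of higher calls cannot be told apart from that of the scaling.

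Outside Supplementary Table TS5, 74 transcripts were called, 35 higher and 39 lower in P19N exosomes. The choice of the quasi-likelihood test is argued against as the reason, since edgeR's exact test called all 74 as well. Of the 74, 26 share a family of near-identical copies with a called transcript of the table, 53 have under 50% unique counts, and 13 were called on unique counts. Between 13 and 68 of them remained called when each library was left out in turn, the lowest without P19N replicate 5, and 10 remained in all 6 of these fits. In the deposited table of the authors' test, 22 of the 74 have an FDR of at most 0.05. Of these 22, 15 belong to a gene that Supplementary Table TS5 lists by another transcript. The other 52 exceed 0.05 there, where the adjustment covers all 5880 transcripts, while the exact test here was adjusted over 1286. How much of the difference comes from that adjustment was not tested. The one with the highest mean count is the snRNA Rnu12, singled out after the values were seen, with means of 777 and 2568 counts in UD-P19 and P19N exosomes and a log2 fold change of 1.24 (standard error 0.384, adjusted p = 0.0257 from the same edgeR test). No biological explanation was tested for these transcripts.

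The deposited unique counts, which the paper does not report on, gave 127 calls among 510 transcripts tested, 73 higher and 54 lower in P19N exosomes. Of 143 transcripts called on all counts that could also be tested on unique counts, 114 were called on both. The number of snRNA calls on all counts fits reads placed at several near-identical copies, since the 63 snRNAs that were higher make up 17 families. Whether such copies are the whole reason for the larger snRNA share in P19N exosomes cannot be decided from the unique shares. Among unique counts the snRNA share was 7.25 percentage points larger, with each of the 3 P19N libraries above each UD-P19 library. However, the lincRNA share of unique counts fell from 82.8% to 56.3%, which by itself raises the shares of the other classes. The snRNA Rnu7, with 93197 unique counts, was not called (log2 fold change 0.33, adjusted p = 0.518 from edgeR's quasi-likelihood test). On unique counts 23 snRNAs were called higher and 4 lower. A difference between the cell states stays open and was not tested further.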

How the results depend on the processing

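The alternatives named in the processing summary as added after the data were seen are marked here as added, and all others were set before the data were examined. Except where a reason is given, the cause was not tested. No paired analysis was possible because no number or label pairs a UD-P19 library with a P19N library.

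The 309 calls stayed within 1.5 times that number, between 232 and 397, under each other count filter, scaling and test. They fell to 161 with near-identical copies summed and to 182 at an FDR of 0.01, and to 127 on unique counts and 162 with 1 copy per family (both added). Fewer transcripts are tested with summed copies, 1 copy per family and unique counts. Across the 6 fits that each left out 1 library the calls ranged from 173, without P19N replicate 5, to 530, without UD-P19 replicate 2, and were 201 without P19N replicate 4.

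Higher calls, 193 with all libraries, were 124 without snRNAs, 69 with copies summed, 123 at an FDR of 0.01, and 73 both on unique counts and with 1 copy per family (added), and ranged from 121, without P19N replicate 5, to 330, without UD-P19 replicate 2. Lower calls, 116 with all libraries, were 207 with a total of at least 5 counts, 189 with DESeq2 size factors, 203 with DESeq2 and 59 at an FDR of 0.01, and 54 on unique counts and 196 without Gm42418 (added). With 1 library left out they ranged from 52, without P19N replicate 5, to 200, without UD-P19 replicate 2. The excess of higher over lower calls turned into an excess of lower calls under DESeq2 size factors, DESeq2, a total of at least 5 counts, removal of rRNAs, summed copies, 1 copy per family and removal of Gm42418, and without UD-P19 replicate 3 (130 higher and 157 lower).

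The 63 snRNAs called higher were 15 with copies summed, 23 on unique counts and 15 with 1 copy per family (the last 2 added), and ranged from 55 to 123 with each library left out, the highest without UD-P19 replicate 2. The 11 rRNAs called lower were 61 with a total of at least 5 counts, 62 with DESeq2 size factors, 67 with DESeq2, 4 with copies summed and 6 at an FDR of 0.01, and 5 on unique counts, 4 with 1 copy per family and 65 without Gm42418 (added). They ranged from 5, without P19N replicate 5, to 58, without UD-P19 replicate 3.

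The difference in the share of counts kept its direction for snRNAs, lincRNAs, scaRNAs, tRNAs and ribozymes under each alternative tried. For rRNAs it turned from -8.56 to 0.448 percentage points on unique counts (added). For snoRNAs it grew from 0.277 on all counts to 6.44 on unique counts (added), where the groups did not overlap, turned to -0.439 after removal of rRNAs, and ranged from -0.487, without UD-P19 replicate 2, to 0.821 with each library left out. For miRNAs it turned to 1.82 on unique counts and ranged from -0.249 to 0.0405, the latter without UD-P19 replicate 2, and for processed transcripts it turned to 0.13 on unique counts. With 3 libraries per group none of these shares can pass an exact test, whose smallest p is 0.1. The difference in the number of transcripts detected kept its direction and ranged from 238.83 to 799.33 with each library left out.

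In the class set test, fry gave an adjusted p of 0.688 for lincRNAs, and camera with an estimated correlation gave 0.416 for lincRNAs, misc RNAs, rRNAs, scaRNAs and snRNAs alike, so that none of the 5 classes was called there. Among classes called under no version, the direction under fry was the opposite for miRNAs (adjusted p = 0.448), other lncRNAs (0.688), processed transcripts (0.970), snoRNAs (0.330) and tRNAs (0.970). On transcripts outside Supplementary Table TS5 the highest correlation between the groups rose from 0.884 to 0.932 and the clustering no longer separated them. The study chose that table on these libraries for differing between the groups, so that leaving it out removes the difference by construction, and this alternative says nothing about how firm the grouping is.

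For the 35 named ncRNAs, 789 of 822 values under alternatives kept the direction and the side of the threshold, and 32 kept the direction but were no longer called, 20 of these among the 210 values with 1 library left out and 7 at an FDR of 0.01. Gm25578 turned to a log2 fold change of -0.19 with 1 copy per family (added), where the copy with the most counts in its family of 262 stands for it. On unique counts, values were had for 22 of the 35, since the others fell under the count filter. With filterByExpr or without snRNAs values were had for 33, and without rRNAs for 34.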

Differences from the paper's values

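None of the comparisons in this part is a test of a cause. The alternatives meant are those set before the data were examined.

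The paper's number of ncRNAs lower in P19N exosomes is 74, counted in its filtered list, against 116 among all calls here. Among the transcripts of Supplementary Table TS5, 77 were lower here, so on the same list the numbers are close. The alternatives that follow compare 74 with all calls. The difference closed to within 1.5 times with filterByExpr (99), TMMwsp (110), total counts only (90), snRNAs removed (108), copies summed (92), an FDR of 0.01 (59), and without UD-P19 replicate 1 (102), P19N replicate 4 (62) or P19N replicate 5 (52). It stayed open with a total of at least 5 counts, no filter, a mean of at least 10 counts, DESeq2 size factors, rRNAs removed, edgeR's exact test, DESeq2, the robust test, an absolute log2 fold change of at least 1, and without UD-P19 replicate 2, UD-P19 replicate 3 or P19N replicate 6.

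In units of 1000000 reads, the paper's reads per sample are 1.6 to 4 with a mean of 2.6, whereas the deposited counts sum to between 0.454 and 0.887 per library with a mean of 0.693. No alternative applies to these totals. The paper's number of ncRNAs identified per sample has a mean of 94320, a lowest value of 69410 and a highest of 100115, against 2360.5, 1679 and 2800 transcripts with at least 1 count here. The difference stayed open with at least 3 counts and, for the mean, with libraries thinned to the smallest.

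Table 2 of the paper counts its filtered list, whereas the numbers here are of all calls. The paper's number of differing lincRNAs is about 24 in Table 2, read by eye, against 42 here. Supplementary Table TS5 lists 26 lincRNAs by the annotation used here. The number of all lincRNA calls was within 1.5 times with total counts only (36), copies summed (34), an FDR of 0.01 (28), and without P19N replicate 4 or 5 (26 each), and not under the other alternatives. For tRNAs the paper's number is about 2 in Table 2, read by eye, and 2 are in Supplementary Table TS5, against 5 among all calls here. That gap closed with TMMwsp, snRNAs removed and copies summed (3 each), with total counts only, an FDR of 0.01, and without P19N replicate 4 or 5 (2 each), and not under the others. For processed transcripts the paper's number is about 6 in Table 2, read by eye, and 6 are in Supplementary Table TS5, against 13 among all calls here. The gap to all calls closed with total counts only (9), an FDR of 0.01 (6), without UD-P19 replicate 3 (7) and without P19N replicate 4 or 5 (4 each), and not under the others.

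The log2 of the paper's fold change of Snhg20 in Supplementary Table TS5 is 3.54, against 2.96 here. The paper's value is a ratio of mean counts not scaled for library size, and on that scale the value here is 3.54 too. With scaling, the difference was within the larger error with no filter, filterByExpr, a mean of at least 10 counts, TMMwsp, total counts only, snRNAs removed, copies summed, and without UD-P19 replicate 1 or P19N replicate 5, and not under the other alternatives.

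The paper names AC160336.1 and 2810429I04Rik among lincRNAs enriched in P19N exosomes, and their log2 fold changes here were -1.57 and -2.61. It names sngh1 among ncRNAs depleted in P19N exosomes, and the Snhg1 transcript of its table had a log2 fold change of 1.84. In Fig. 6e, the columns labelled UD-P19 S1 and S2 carry the values of the deposited libraries 2 and 1 in every row where these libraries differ, and the other columns match. For Malat1, the deposited libraries 1, 2 and 3 had 1, 10 and 3 counts, and the figure has the highest of these at S1. Replicates are numbered here as in the deposited table. The exchange stays within the UD-P19 group and changes no comparison between the groups. The paper counts fewer ncRNAs than the 235 transcripts that its Supplementary Table TS5 lists.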

Other observations

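Every test in this part was chosen only after the result it addresses had been seen.

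Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many as 309 calls. The other splits gave 0 calls, with between 6 and 181 transcripts at an unadjusted p under 0.05 against 494 in the real split. For the transcripts of Supplementary Table TS5, adjusted over the list alone, 1 of the 10 splits gave as many calls, again the real one, but the list was chosen on these libraries. For the class set test with camera, 6 of the 10 splits gave at least as many as the 5 classes called in the real split. With 10 splits the share cannot fall under 0.1, so that the number of splits alone cannot rule out a chance division of the libraries. For the calls as a set, the values argue against it, since every other split gave 0 calls. The groups did not overlap in 42% of tested transcripts, where chance gives 10%. Correlations within the groups were between 0.900 and 0.983, and those between the groups were between 0.819 and 0.884. The class set test did not set the real split apart.

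The counts at Gm25641, the transcript named mir-9, lie on the strand opposite to the Mir9-1 hairpin. Counting without regard to strand is argued against by Gm42418, which overlaps AY036118 on the other strand over 923 bases and shared 0 counts with another transcript. Gm42418 is 1831 bases long and the positions of its reads are not given, so this covers only reads within the overlap. Gm25641 itself, opposite to Mir9-1 over 89 bases, also shared 0 of its 60 counts. Other transcripts with an opposite one did share counts, among them Gm24111 (10 of 34) and Gm20186 (45 of 124). All 273 counts of AY036118 were shared as well. Which transcripts they were shared with is not known, so that the argument covers Gm42418 and Gm25641 only. If the exact column counts reads without a mismatch, as was assumed, reads of mature miR-9 placed with mismatches are argued against by the exact matches, 71.7% of the 60 counts, since the longest stretch that Gm25641 shares with a Mir9 hairpin in the same direction is 12 bases. For Gm24111, the transcript named let-7, 17.6% of the 34 counts matched exactly, and the longest stretch shared with a let-7 hairpin in the same direction is 16 bases. Reads of let-7 hairpins placed with mismatches stay open there, since few counts matched exactly while the 8 let-7 hairpins held fewer counts, 10 in P19N exosomes, than Gm24111. No biological explanation was tested.

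Of 60 called lincRNAs, processed transcripts and other lncRNAs, 16 contain a tested small RNA, and in 11 of these the small RNA held 80 to 120% of the count of the longer transcript. Reads of the small RNA are a candidate source of the counts at those 11 transcripts. In 14 of the 16, under 10% of the counts were unique, and in 15 the direction was that of the small RNA.

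The lincRNAs Gm42047, Gm47761, Gm43549 and Gm48362 all rose in counts from UD-P19 replicate 1 to 3 and were lower in P19N exosomes. Each of their 6 pairs shares a near-identical stretch of at least 484 bases, with an identity between 98.4 and 99.6%, and 123 of their 596 counts were unique. Reads shared between copies of 1 sequence are a candidate explanation for their common pattern, so that the 4 may not be separate observations.

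Of the 78 families higher in P19N exosomes, 28 fell in CPM from 8 to 10 to 12 days of culture and 5 rose, where 1 order of 3 values has a chance share of 16.7%. With 1 library per day, age and replicate were confounded and the pattern was not tested.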
